# Genome-Wide Characterization of Light-Regulated Genes in *Neurospora crassa*

**DOI:** 10.1534/g3.114.012617

**Published:** 2014-07-21

**Authors:** Cheng Wu, Fei Yang, Kristina M. Smith, Matthew Peterson, Rigzin Dekhang, Ying Zhang, Jeremy Zucker, Erin L. Bredeweg, Chandrashekara Mallappa, Xiaoying Zhou, Anna Lyubetskaya, Jeffrey P. Townsend, James E. Galagan, Michael Freitag, Jay C. Dunlap, Deborah Bell-Pedersen, Matthew S. Sachs

**Keywords:** *Neurospora*, RNA-seq, light

## Abstract

The filamentous fungus *Neurospora crassa* responds to light in complex ways. To thoroughly study the transcriptional response of this organism to light, RNA-seq was used to analyze capped and polyadenylated mRNA prepared from mycelium grown for 24 hr in the dark and then exposed to light for 0 (control) 15, 60, 120, and 240 min. More than three-quarters of all defined protein coding genes (79%) were expressed in these cells. The increased sensitivity of RNA-seq compared with previous microarray studies revealed that the RNA levels for 31% of expressed genes were affected two-fold or more by exposure to light. Additionally, a large class of mRNAs, enriched for transcripts specifying products involved in rRNA metabolism, showed decreased expression in response to light, indicating a heretofore undocumented effect of light on this pathway. Based on measured changes in mRNA levels, light generally increases cellular metabolism and at the same time causes significant oxidative stress to the organism. To deal with this stress, protective photopigments are made, antioxidants are produced, and genes involved in ribosome biogenesis are transiently repressed.

The ability to sense and respond to light is critical for the survival of most organisms. In *Neurospora crassa*, one of the best studied model systems for light responses, blue light controls many physiological processes including the synthesis of protective photopigments (carotenoids), asexual and sexual spore formation, the direction of sexual spore release, and entrainment and resetting of the circadian clock (Bahn *et al.* 2007; Ballario and Macino 1997; Chen *et al.* 2010; Corrochano 2007, 2011; Herrera-Estrella and Horwitz 2007; Linden and Macino 1997; Purschwitz *et al.* 2006). Underlying these light-regulated physiological processes is the transcriptional control of gene expression.

*Neurospora* perceives blue light through the photoreceptor and GATA zinc finger transcription factor encoded by *white collar-1* (*wc-1*; NCU02356); the chromophore flavin adenine dinucleotide (FAD) is bound by WC-1 and undergoes a transient covalent addition to the protein on illumination (Ballario *et al.* 1996; Chen and Loros 2009; Froehlich *et al.* 2002; He *et al.* 2002; Linden *et al.* 1997b; Sargent and Briggs 1967). WC-1 interacts with the zinc-finger protein WC-2 (encoded by NCU00902) through its Per-Arnt-Sim (PAS) domain to form a heterodimeric transcription factor, the White Collar Complex (WCC) (Ballario *et al.* 1996; Cheng *et al.* 2002; Crosthwaite *et al.* 1997; Denault *et al.* 2001). On light exposure, the WCC can bind to light-responsive elements (LREs) in the promoters of many light-responsive genes to activate their transcription (Cheng *et al.* 2003; Froehlich *et al.* 2002; He and Liu 2005; Olmedo *et al.* 2010a; Smith *et al.* 2010). In addition to WC-1, the blue light photoreceptor VVD, encoded by *vivid* (*vvd*; NCU03967), which is strongly light-induced under the control of the WCC, plays a key role in photoadaptation by desensitizing the WCC-mediated light response, thereby reducing the transcription of WCC target genes (Chen *et al.* 2010; Gin *et al.* 2013; Heintzen *et al.* 2001; Hunt *et al.* 2010; Malzahn *et al.* 2010; Schwerdtfeger and Linden 2000; Schwerdtfeger and Linden 2003; Shrode *et al.* 2001). The *Neurospora* genome sequence revealed several additional putative photoreceptors, including a cryptochrome (*cry*; NCU00582), two phytochrome homologs (NCU04834 and NCU05790), and an opsin (*nop-1*; NCU10055) (Bieszke *et al.* 1999b; Galagan *et al.* 2003). However, the effects of deletion of these candidate photoreceptors on physiology and light-controlled gene expression are subtle (Chen *et al.* 2009; Froehlich *et al.* 2010; Froehlich *et al.* 2005; Olmedo *et al.* 2010b), consistent with a primary role for the WCC in *Neurospora* light signaling cascades (Chen *et al.* 2009).

To better understand gene regulation in *N. crassa* in response to light, several studies have identified light-controlled genes (Chen *et al.* 2009; Dong *et al.* 2008; Lewis *et al.* 2002; Smith *et al.* 2010). Estimates of the number of light-responsive genes based on microarray analyses have varied widely, ranging from 3% to 14% of the genome (Chen *et al.* 2009; Dong *et al.* 2008; Lewis *et al.* 2002), reflecting the use of different microarray platforms, strains, culture conditions, and statistical cut-offs. Light-induced genes can be approximately classified as early response (with peak mRNA levels between 15 and 45 min of light treatment) and late response (with peak mRNA levels between 45 and 90 min of light treatment), consistent with earlier patterns detected from analyses of individual genes (Linden *et al.* 1997a).

More recently, ChIP-seq was used to identify approximately 400 direct targets of light-activated WCC (Smith *et al.* 2010); genes encoding transcription factors (TFs) were overrepresented. This was consistent with expression studies that uncovered a hierarchical network in which the light-activated WCC directly controls expression of early light-induced genes, including some of the TF genes identified as direct WCC targets (Chen *et al.* 2009). Early light-induced proteins, in turn, control the expression of late light-induced genes. Among the early light-induced TFs, SUB-1 (*submerged protoperithecia-1*; NCU01154) is necessary for light-induction of a large set of the late light-inducible genes (Chen *et al.* 2009), and CSP-1 (*conidial separation-1*; NCU02713) acted at a similar place as *sub-1* in the hierarchy, just below WC-1 (Chen and Loros 2009; Sancar *et al.* 2011).

To better understand the organism’s response to light and to comprehensively describe the light-controlled gene regulatory network, we used RNA-seq to identify *N. crassa* transcripts whose levels are responsive to light. We compared RNA-seq data from dark-grown cells with that from cells exposed to light for between 15 and 240 min and identified both known and novel light-induced genes. We also discovered many transcripts whose levels decreased in response to light. This latter class of transcripts is enriched for genes whose products function in ribosome biogenesis; this response to light has not been described previously.

## Materials and Methods

### Strains

Wild-type strains 74-OR23-IVA (FGSC 2489; *mat A*) and ORS-SL6a (FGSC 4200; *mat a*), and single gene deletion strains (Colot *et al.* 2006) ΔNCU00250 (FGSC12215; *mat a*), ΔNCU01862 (FGSC19012; *mat a*), ΔNCU01870 (FGSC13270; *mat a*), ΔNCU02209 (FGSC16054; *mat a*), ΔNCU02265 (FGSC11554; *mat a*), ΔNCU05770 (FGSC11532; *mat A*), ΔNCU07923 (FGSC19046; *mat A*), and ΔNCU08726 (FGSC11044; *mat a*), were obtained from the Fungal Genetics Stock Center (Kansas City, MO).

### Light treatment

Macroconidia were obtained from flask cultures containing 1× Vogel’s medium with 2% sucrose and 2% agar (Sachs and Yanofsky 1991). Conidia were harvested with water, filtered through cheesecloth, and counted with a hemacytometer. For each time point, 200 ml of Bird’s Medium (Metzenberg 2004) was inoculated to a final concentration of 10^7^ conidia/ml and grown in the dark for 24 hr at 25° with orbital shaking (150 rpm). Some of the cultures were exposed to white light using cool white fluorescent bulbs (1200 lux), and cells were harvested in a darkroom at time 0 (dark), 15, 60, 120, and 240 min after light exposure. The cells were harvested by centrifugation (1000*g* for 1 min) using an IEC clinical centrifuge and washed once with ice-cold sterile water (50 ml). The mycelia pad was cut into small pieces (approximately 100 mg/piece) with a razor. Individual pieces were placed into 15-ml screw-cap tubes and snap-frozen in liquid nitrogen. Mycelia were stored frozen at −80°.

### Total RNA and poly(A) RNA isolation

Total RNA was isolated from frozen mycelia (approximately 100 mg) using 1 g of autoclaved Zirconia/Silica Beads (product number 11079105Z; Biospec Products, Inc, Bartlesville, OK) and a Mini-BeadBeater-8 (Biospec Products, Inc, Bartlesville, OK) with ice-cold 580 µl extraction buffer (100 mM Tris-HCl, pH 7.5; 100 mM LiCl; 20 mM DTT), 420 µL phenol, 420 µL chloroform, and 84 µL 10% SDS (Sachs and Yanofsky 1991). Immediately after removal from −80° storage, mycelia were homogenized in the bead beater for 1 min. After a 4-min end-over-end rotation, the homogenate was centrifuged at 12,000*g* at 4° for 1 min to separate phases. The aqueous phase was extracted with phenol/chloroform and chloroform and precipitated in 0.3 M sodium acetate and ethanol. The pellet was washed twice with 70% ethanol that was prepared with diethylpyrocarbonate (DEPC)-treated water, briefly air-dried, and then dissolved in 100 μl filter-sterilized DEPC-treated water. RNA concentration was determined using a Nanodrop spectrophotometer, and quality was assessed by denaturing gel electrophoresis in formaldehyde gels and northern analyses. Poly(A) mRNA was purified from total RNA using oligo-dT cellulose (Sachs and Yanofsky 1991) for replicate 1, or using the Poly(A)Purist MAG kit (replicate 2) (Ambion, Grand Island, NY). Residual DNA was removed from poly(A) mRNA using Ambion Turbo DNase and intact mRNA was selectively enriched using Epicentre mRNA-Only (Illumina, San Diego, CA) to degrade mRNA species lacking a cap. Poly(A) mRNA concentration was determined by RiboGreen fluorometric assay (Life Technologies, Grand Island, NY).

### cDNA preparation

The procedure for preparing cDNA was modified from a previously described procedure (Carninci *et al.* 2002) as follows. To synthesize the first-strand cDNA, 1 µg poly(A) mRNA was mixed with 1.2 µl of 10 mM dNTPs, 1 µg of random hexamer, heated at 65° for 5 min, and then placed on ice for 3 min to remove any secondary structure. Then, 10 µl of 5× first strand buffer (250 mM Tris-HCl, pH 8.3; 375 mM KCl; 15 mM MgCl_2_), 4.55 µl of 0.1 M DTT, 5.6 µl of 80% glycerol, 2.88 µl of 1 µg/µl BSA, 20 units of RNasin (Promega, Madison WI), and 300 units of SuperScript III reverse-transcriptase (Life Technologies) were added to the reaction tube and the reaction was incubated at 25° for 5 min, 50° for 50 min, and 70° for 15 min in a thermocycler. The reaction mix was precipitated with 0.3 M sodium acetate and ethanol, and the pellet was washed twice with 70% ethanol, briefly air-dried, and dissolved in 22 µl of DEPC-treated water. The RNA–DNA hybrid was treated with 2.5 units of *E. coli* RNaseH (New England Biolabs, Ipswich, MA) at 37° for 20 min. Then, 10 µl of 10× second strand buffer (200 mM Tris-HCl, pH 8.3; 350 mM KCl; 50 mM (NH_4_)_2_SO_4_; 10 mM MgSO_4_; 10 mM MgCl_2_; 0.5% Triton X-100), 3 µl of 10 mM dNTPs, 6 units of RNaseH, and 50 units of *E. coli* DNA polymerase I (New England Biolabs) were added to the reaction tube. The reaction was incubated at 16° for 2.5 hr and then stopped by freezing.

### Sequencing library preparation

cDNA was resuspended in 300 µl TE in a 1.5-ml TPX micro tube (Diagenode, Denville, NJ) and sheared using the low energy cycle for 15 min (15 sec on/15 sec off) in a Diagenode Bioruptor, whose water bath was maintained at 4° with a recirculating chiller. Sheared cDNA was transferred to a 1.7 ml polypropylene microcentrifuge tube and precipitated with 0.3 M sodium acetate and ethanol. The pellet was washed once with 70% ethanol, air-dried, and dissolved in 15 µl sterile water and stored at −20°. The yield of recovered DNA was determined by PicoGreen fluorimetric assay with λ DNA (New England Biolabs) as the standard using a Victor^3^V 1420 multilabel counter (Perkin Elmer, Waltham, MA). An aliquot of sheared DNA (1.5 µl) was examined on a 1% TAE agarose gel to verify sizes ranging between 100 and 800 bp.

RNA-seq libraries were prepared from 1 µg of sheared DNA using an Illumina (San Diego, CA) TruSeq Sample Prep kit according to the manufacturer’s instructions. Each sample was ligated to an indexing adapter and selectively enriched through a 10-cycle amplification. The library was then separated on a 1% TAE agarose gel, and DNA ranging between 200 and 500 bp was excised and purified using QIAEX II gel purification kit (Qiagen, Germantown, MD). The yield of amplified DNA was determined using the PicoGreen assay. An aliquot (3 µl) was examined on a 1% TAE agarose gel to monitor amplification. The DNA was diluted in water to a final concentration of (10 nM in 30 µl) for Illumina sequencing.

### High-throughput sequencing

cDNA libraries were sequenced on an Illumina HiSequation 2000 for 57 cycles and processed with Illumina pipeline RTA 1.13.48 and CASAVA v1.8.2. Trimming the 6-mer adapter generated 51-mer reads. The yield for each sample is shown in Supporting Information, Table S14. Raw and processed data were submitted to the NCBI GEO database with accession number GSE53534.

### Data analysis

Illumina reads were mapped to *N. crassa* assembly 10 with TopHat v2.0.5 (options -i 30 -I 2000). FPKM and fold-changes were calculated using the cuffdiff command from version 2 of the Cufflinks suite. Version 10.6 of the *N. crassa* annotation was used, and fragment bias (the “-b” option) and multiple-read correction (the “-u” option) options were enabled.

Quantitation and statistical tests were performed both separately for each time course as well as for the combined set of replicates. FPKM values across the light time course were hierarchically clustered and visualized as heat maps with Cytoscape 2.8.3 and the clusterMaker plugin (Morris *et al.* 2011). Functional enrichments for each cluster were calculated using the FunCat database (FunCatDb) (Ruepp *et al.* 2004). Gene identifiers in FunCatDb were mapped to the identifiers in the current annotation using the mapping information available at the Broad Institute *Neurospora* Database (http://www.broadinstitute.org/annotation/genome/neurospora/MultiDownloads.html). Gene identifiers in the Gene Ontology were mapped using the GO Term Finder tool (http://go.princeton.edu/cgi-bin/GOTermFinder) with a *Neurospora* GO gene association file (go_for_nc12.tsv downloaded from http://www.broadinstitute.org/annotation/genome/neurospora/Downloads.html).

### Quantitative RT-PCR

For qPCR template, 8 ng of cDNA (0.125 ng for quantification of 25S cDNA) was used as in a reaction containing: 1× Platinum Taq PCR Buffer (200 mM Tris-HCl, pH 8.4, 500 mM KCl) (Life Technologies), 2.5 mM MgCl_2_, 0.2 mM dNTPs, 1× ROX Reference Dye (Life Technologies), 1× SYBR Green I (Life Technologies), 500 nM each primer and 5 U/µl Platinum Taq DNA Polymerase (Life Technologies), or 5 U/µl TaKaRaTaq DNA Polymerase (Clontech, Mountain View, CA) in a 20-μl reaction with filtered sterile DEPC-treated water. Amplification was as follows: 50° for 2 min, 95° for 10 min followed by 40 cycles at 95° for 15 sec, and 60° for 1 min; 25S rRNA was used as an internal control for normalization.

### Phenotype analyses

Phenotyping of *N. crassa* single gene deletion strains, including strains containing deletions of genes whose expression was affected by light, was accomplished in an undergraduate research course at Texas A&M University (BIOL452, Fungal Functional Genomics) taught by some of the authors (M.S.S., D.B.P., Y.Z., and R.D.). Phenotyping was performed as described (Colot *et al.* 2006) with minor modifications. Vogel’s minimal medium (VM)/1.5% sucrose/2% agar was used for vegetative growth and synthetic crossing medium (SCM)/1% sucrose/2% agar for development of female sexual structures (Davis and de Serres 1970). VM was supplemented with 2% yeast extract (YE) when indicated. All strains were analyzed in at least triplicate for each phenotype. All strains were incubated at either 25° or 37° in Percival chambers with a 12-hr light/12-hr dark cycle. Images of hyphae were obtained using Olympus SZX16 microscopes with IDEA 5 cameras and IDEA SPOT software. Plate photos were obtained using Canon APS-C sensor cameras. Tests for female fertility were accomplished using 3 ml SCM in Falcon T12.5 Tissue Flask (353108) with the arrow on the flask’s cap pointed to the top of the flask to ensure sufficient airflow.

## Results

### RNA-seq to identify light-regulated transcripts

We grew *N. crassa* in liquid cultures in the dark for 24 hr and then exposed the cultures to light for 15, 60, 120, or 240 min. 

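The data are RNA-seq measurements of mycelium of the wild-type strain, kept in the dark for 24 hr and then lit with white light for 15, 60, 120, or 240 min. Each of the 5 time points, the dark included, has 2 independent cultures, which makes 10 samples. Polyadenylated RNA was isolated with oligo(dT) cellulose for replicate 1 and with a magnetic bead kit for replicate 2, so that the isolation method, the sequencing depth, and the replicate number cannot be told apart. Table S14 gives between 34876232 and 40079277 reads (median 37470890) for the samples of replicate 1. It gives between 6019056 and 11803108 reads (median 10635334) for those of replicate 2, with the lowest number in the 240 min sample. The authors aligned the reads with TopHat and deposited an FPKM value from Cuffdiff for each of 9728 genes in each sample. These values differ from those of Tables S2 and S3 for 0 of the 1999 genes compared, which are the first in the order of those tables. The rest of the 2 tables was not available for the comparison. No pair of samples had identical values. Means and standard deviations (SD) of FPKM were taken here over the 2 replicates. Changes of 2-fold and more were counted from the log2 ratio of the mean FPKM plus 1 in light to that in the dark, because the paper adds 1 to FPKM before it takes the ratio. Single genes were tested with limma on log2(FPKM + 1) over all 10 samples, and each light time point was compared with the dark. The resulting log2 fold changes understate the change of genes with low FPKM. The spread of a gene is estimated once over all 10 samples. A difference between its 240 min replicates therefore also widens its standard errors at 15, 60, and 120 min. P-values were adjusted over the 4 light time points together. The test was made without and with the replicate number as a block. Deviations of the samples from the time point means correlated across genes at 0.815 between samples with the same replicate number at the dark, 15, 60, and 120 min time points, and at between 0.334 and 0.412 when 1 of the samples was from 240 min. FPKM values keep no read counts, so the counting error of a gene is contained in its SD and is not given separately.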

Capped and polyadenylated mRNA was purified from harvested cells, hexanucleotide-primed cDNA was produced and sequenced, and results of two independent biological replicates are reported here. The reproducibility between biological replicates was excellent for cultures grown in the dark or exposed to light for 15, 60, and 120 min (R^2^ > 0.95); there was more divergence between the replicate cultures exposed to light for 240 min (R^2^ = 0.75) (Figure 1). 

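R2 was computed here as the squared Pearson correlation of log10(FPKM + 1) between the replicates across all genes, which are not independent replicates. It was 0.954 in the dark, 0.955 at 15 min, 0.966 at 60 min, 0.958 at 120 min, and 0.744 at 240 min. The value at 240 min moved most when only the 3667 genes with FPKM above 10 were kept, to 0.452. FPKM plus 1 differed at least 2-fold between the replicates for 599 expressed genes in the dark, 610 at 15 min, 415 at 60 min, 518 at 120 min, and 3451 at 240 min. The log2 ratios to the dark sample of the same replicate correlated across expressed genes at 0.869 between the replicates at 15 min, 0.917 at 60 min, and 0.918 at 120 min. At 240 min this correlation was -0.100. The largest differences at 240 min among genes with mean FPKM above 10 were in NCU09420, a gene of the hsp20 family, with FPKM of 1316 in replicate 1 and 8.54 in replicate 2, and in NCU07441, with 474 and 4.50. NCU12011 was listed at 0 in replicate 1 and at 77.7 in replicate 2. NCU07232, annotated as heat shock protein 30, had 2199 in replicate 1 and 30.9 in replicate 2, and NCU01063 had 1617 and 23.3.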

For determining expression levels of individual genes, and for statistical analyses, the data from the biological replicates were pooled and analyzed with CuffDiff 2.0 (Trapnell *et al.* 2013). The analyses of the combined data are given in Table S1; the analyses of each independent experiment are given in Table S2 and Table S3. 

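Averaged over the 2 replicates, 7688 of the predicted genes (79.0%) had FPKM above 1 at 1 or more time points. The number moved most, to 6985, when the threshold was raised to a mean FPKM of 2. FPKM was above 1 in both replicates of a time point for 7323 genes and in either replicate for 7986. Replicate 1 alone gave 7604 expressed genes and the less deeply sequenced replicate 2 alone gave 7768. Without the 240 min samples the number was 7526.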

Based on the analyses of the combined data, 79% of predicted protein coding genes (7660 of 9728) were expressed with fragments per kilobase per million reads (FPKM) > 1 at one or more time points analyzed, and these were considered “expressed genes” under these growth conditions. Most expressed genes (55%) specified proteins that have known functions in *N. crassa* or other organisms or whose sequences are conserved in the fungi or other organisms. In contrast, only 16% (341 of 2068) of the poorly or nonexpressed genes (FPKM < 1 at all time points analyzed) specified known or conserved proteins. 

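In the replicate means used here, 2040 genes did not exceed FPKM 1 at any time point. Table S4 lists 341 genes, of which 327 stayed at or below this threshold here and 14 exceeded it. Their highest mean FPKM at any time point had a median of 0.389 over the genes, and 3 of them were listed at 0 in all samples. In single samples 59 of the Table S4 genes passed FPKM 1, and 17 of these did so in 240 min replicate 2 and in no other sample.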

Importantly, among the poorly expressed genes that specified proteins with known functions were many that had roles in secondary metabolism or were associated with the sexual cycle (Table S4), consistent with their low expression under the vegetative culture conditions used here.

**Figure 1:**
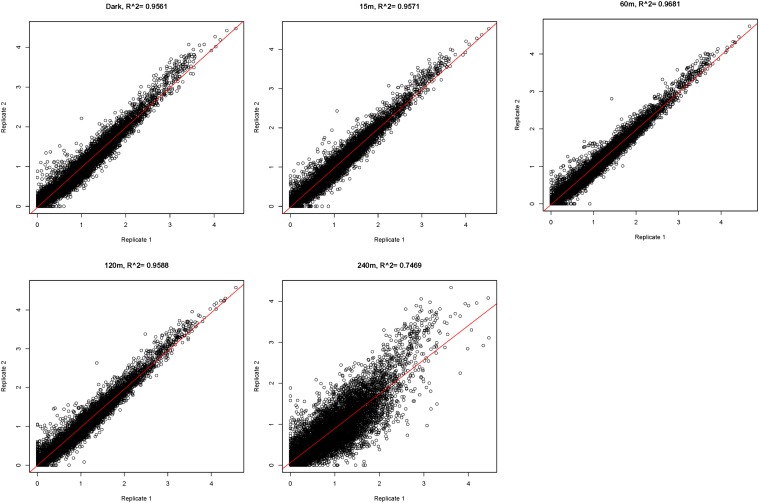
Comparison of RNA-seq replicate experiments. The FPKM for biological replicate 1 is plotted against biological replicate 2 for each gene, demonstrating strong correlation between replicate experiments at each time point. The correlation coefficient, R, is shown for each time point.

Our observations of genes abundantly expressed in the dark (and also in the light) were generally consistent with previous work using microarrays (Kasuga *et al.* 2005). 

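NCU06110, which is annotated as a thiazole biosynthetic enzyme, had FPKM of 29817 ± 3208 in the dark (SD, n = 2) and *nmt-1* (NCU09345) had 22295 ± 3261 (SD, n = 2). They held ranks 1 and 2 among all genes in the dark in both replicates. At 60 min NCU06110 stood at 50326 ± 1852 and *nmt-1* at 27079 ± 515. The change of NCU06110 from the dark was a log2 fold change of 0.76 (standard error 0.45, adjusted p = 0.59 from limma with Benjamini-Hochberg adjustment, and 0.23 with the replicate number as a block). At 240 min *nmt-1* had FPKM of 9677 ± 2267, with a log2 fold change of -1.22 (standard error 0.34, adjusted p = 0.19 from the same test, and 0.029 with the replicate number as a block).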

The most abundant transcripts in the cell were those implicated in thiamine biosynthesis (NCU06110 and NCU09345) (Cheah *et al.* 2007; Faou and Tropschug 2003; Faou and Tropschug 2004; McColl *et al.* 2003). 

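Mean FPKM in the dark was above 400 for 233 genes, which held 71.2% of the summed FPKM. It was above 1000 for 132 genes, which held 61.7%. Both replicates were above 400 for 207 genes and above 1000 for 100. Replicate 1 alone gave 107 genes above 1000 and replicate 2 alone gave 138. Of the 74 genes named as cytoplasmic ribosomal protein (*crp*) genes among the first 1999 of Table S1, which is ordered by FPKM in the dark, 72 were above 400 and 69 above 1000.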

Also present at high levels in these cultures (FPKM > 400 or FPKM > 1000) were transcripts encoding proteins involved in translation, including those specifying ribosomal proteins and translation factors, and those with roles in energy metabolism (Figure 2A and Table S5).

**Figure 2:**
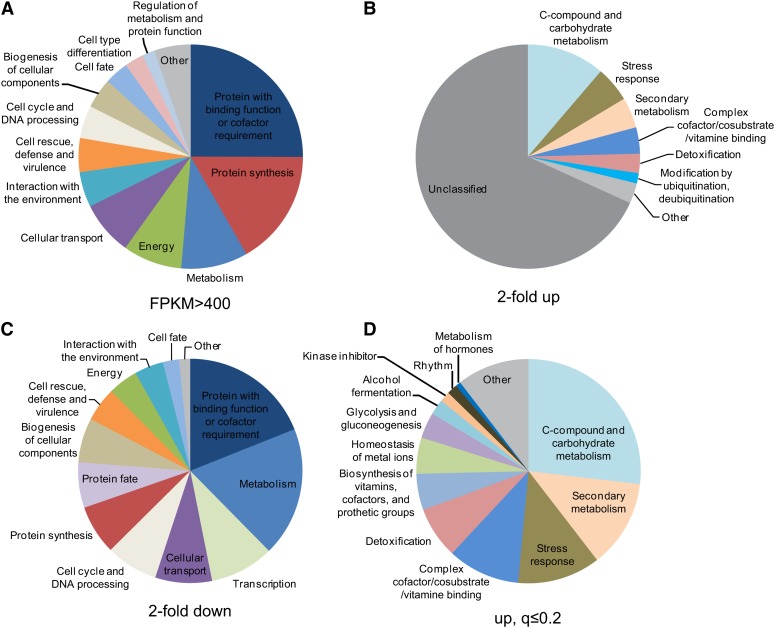
(A) FunCat Analyses of genes with FPKM >400. The complete analyses are given in Table S5. (B, C) FunCat analysis of the most upregulated (B) and most downregulated (C) subsets of the 2353 genes regulated two-fold or more in response to light. The top 999 genes in each category were analyzed. The complete analyses are given in Table S7 and Table S8. (D) FunCat analyses of the upregulated genes whose levels changed with a q-value of 0.2 or less. The complete analyses are given in Table S9.

Light has a major effect on the physiology of *Neurospora* and this is reflected in light-driven changes in the levels of many transcripts. Transcript levels changed at least two-fold for at least one time point with respect to the dark-grown sample in 24% of the predicted protein coding genes (2353 of 9728) or 31% of the expressed genes (2353/7660) (Table S6). 

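In the replicate means, 2223 genes (22.9% of the predicted genes and 28.9% of the expressed genes) changed at least 2-fold at 1 or more light time points. The log2 ratio of FPKM plus 1 passed this threshold in the same direction at the same time point in both replicates for 1557 genes. A rise was found for 1106 genes and a fall for 1149, and some genes did both at different time points. Only the 240 min samples put 257 genes past the threshold. At 240 min 366 genes rose and 259 fell in the mean, but 38 rose and 97 fell at least 2-fold in both replicates, and 251 genes passed the threshold in opposite directions in the 2 replicates. At each of 15, 60, and 120 min 1 gene did so. The alternative that moved the count most was a pseudocount of 0.1 in place of 1, which gave 3906 genes.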

Among the transcripts whose levels increased in response to light, the major fraction has unclassified functions in the FunCat scheme (Ruepp *et al.* 2004); genes with roles in carbon metabolism and in stress responses are also among those that are significantly over-represented (Figure 2B and Table S7). Among the transcripts whose levels decreased in response to light, genes with roles in metabolism and biogenenesis were significantly over-represented (Figure 2C and Table S8).

### Cluster analysis of light-regulated transcripts

As noted above, a characteristic of the light response is that subsets of genes are regulated with different kinetics, and this suggested that cellular functions might be temporally coordinated. To set the stage for hierarchical clustering of genes by regulation, we identified a subset of transcripts (5%; 532 of 9728 genes) that demonstrated a change in level with a q-value of 0.2 or less in the combined analysis of the two independent experiments (Table S9). 

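A q value of the kind used in Table S9 cannot be recomputed from FPKM alone, so limma was used. It called 682 genes at an adjusted p of 0.2 or less at 1 or more time points. Fitted as a replicate block, the replicate number raised this count to 4062, and this was the alternative that moved it most. The median standard error of a log2 fold change was 0.435 without the block and 0.263 with it. Deviations from the time point means correlated at 0.634 on average between samples with the same replicate number, and with 2 samples per time point the value for different numbers is its mirror image. Of the 532 genes of Table S9, 304 (57.1%) were among the genes called without the block and 489 (91.9%) among those called with it. All of them changed at least 2-fold in the mean and 526 did so in both replicates. The paper selected these genes from the same samples, so the selection itself favours such agreement. From its own q values the paper took this set of genes into the hierarchical clustering.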

The q value provides a measure of the false discovery rate, and 532 genes had q ≤ 0.2, 392 genes had q ≤ 0.1, and 300 genes had q ≤ 0.05 for at least one time point (Table S9). 

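At an adjusted p of 0.1 or less limma called 199 genes, 100 raised and 99 lowered. At 0.05 or less it called 58, 45 raised and 13 lowered. The paired fit, which has the replicate number as a block, called 2563 genes at 0.1 and 1366 at 0.05. Without the 240 min samples the fit without the block called 2364 and 1513 genes at these thresholds.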

In the aggregate, this subset of 532 genes with q ≤ 0.2 generally reflected the same functional categories as the larger set of 2353 genes with a two-fold change in levels in response to light (compare Figure 2B with Figure 2D and Cluster 5 in Figure 3C), except that unclassified genes are not a major enriched category among the genes whose expression level changes were significant at q ≤ 0.2. Comparisons of genes based on gene ontology (GO) to examine enrichments in the two datasets (all genes that were two-fold regulated by light and all genes whose light regulation met the q ≤ 0.2 stringency requirement) showed overall similar correspondences in GO terms for the top classes (Table S10), with unclassified genes missing in the q ≤ 0.2 set.

**Figure 3:**
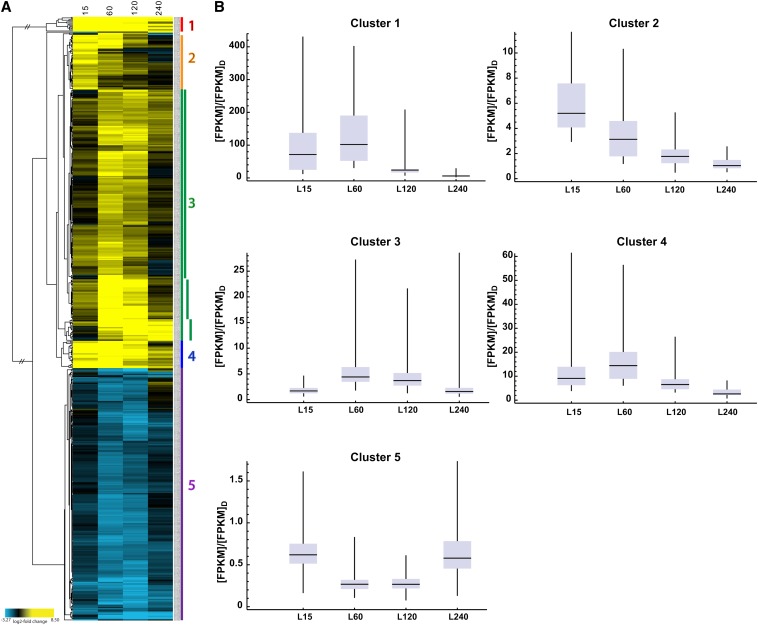

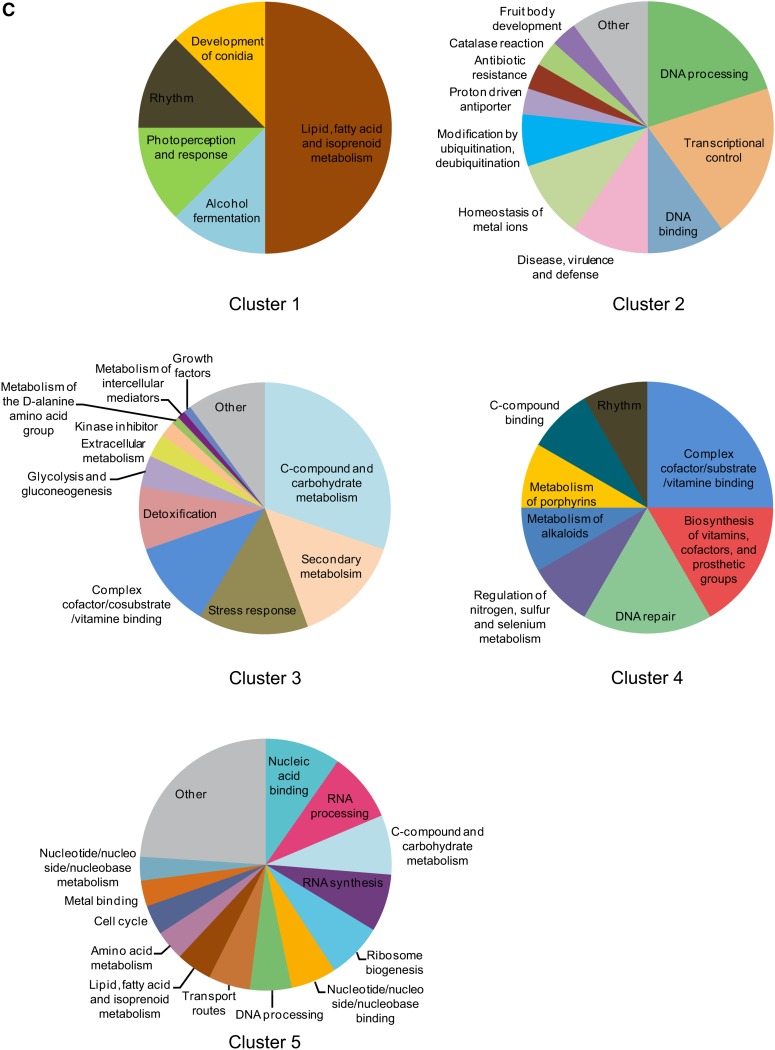
Light responses of selected transcripts. (A) Unsupervised hierarchical clustering of light-inducible responses identifies early and late light-responsive genes for genes whose transcript levels are different with q ≤ 0.2 between cells grown in the dark and exposed to light for 15, 60, 120, or 240 min. Yellow: upregulated; blue: downregulated. Five major clusters determined by visual analysis of the tree structure are indicated; cluster 3 was further divided into three subclusters based on similarities in expression patterns within this relatively large cluster. (B) Expression changes for transcripts in each of the five major clusters. Values for each time point (L15, L60, L120 and L240) are normalized to expression in the dark. The horizontal black bar is the median, the box top and bottom are the 75% and 25% quantiles, and the whiskers extend to the maximum and minimum values. (C) FunCat enrichment analyses of genes in the five major clusters shown in (A). The charts show major enriched classes. The complete data are given in Table S11.

Hierarchical clustering based on changes in expression of the 532 gene set relative to the dark sample (Figure 3A) revealed 310 transcripts upregulated and, surprisingly, 222 transcripts downregulated in response to light, the latter representing a class not heretofore described in *N. crassa*. 

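Among the genes called by limma at an adjusted p of 0.2 or less, 268 were raised and 414 lowered at the time point with the smallest p. With the replicate block the numbers were 1567 and 2495. The cluster lists of the paper name 306 raised genes in clusters 1 to 4 and 222 lowered genes in cluster 5. In both replicates 268 of the raised genes were above the dark at 15 min, 306 at 60 min, 302 at 120 min, and 79 at 240 min. Of the lowered genes, 206 were below the dark in both replicates at 15 min, all 222 at 60 and 120 min, and 130 at 240 min. Because the clusters were formed from these same samples, such counts for cluster genes are descriptions and not independent tests. From the clustering the paper reports the lowered transcripts as a class of their own.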

We demarcated genes with common expression profiles into five main clusters based on analyses of overall differences in expression patterns in the tree structure (Figure 3, A and B). The average transcript level of all genes in each cluster at each time point in the light relative to the average transcript level in the dark are given in Figure 3B. 

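The mean FPKM over all genes of a cluster, divided by that in the dark sample of the same replicate, is given for each replicate. Cluster 1 stood at 90.9 in replicate 1 and 106 in replicate 2 at 60 min and at 12.3 and 1.77 at 240 min. Cluster 2 reached 6.25 and 5.84 at 15 min. For cluster 3 the values were 5.16 and 5.33 at 60 min but 5.83 and 0.859 at 240 min, which lie on different sides of the dark level. Cluster 4 was at 17.4 and 18.1 at 60 min and at 4.10 and 1.13 at 240 min. Cluster 5 fell to 0.279 and 0.280 at 120 min and was at 0.414 and 0.870 at 240 min.

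**Figure D1:**
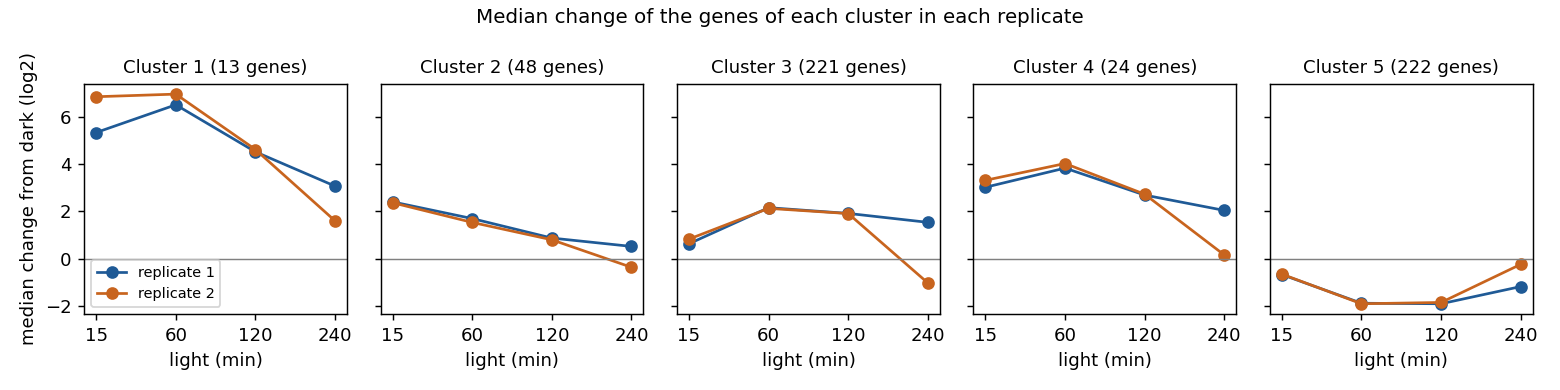
Median change from the dark (log2 of the FPKM ratio, vertical axis) of the genes of each cluster at each light time point (min, horizontal axis), with a line for each replicate. In every cluster the replicates are further apart at 240 min than at 60 and 120 min. At 240 min the median fold change of cluster 3 is 2.91 in replicate 1 and 0.488 in replicate 2.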

FunCat (Ruepp *et al.* 2004) and GO analyses of the genes in each cluster identified significantly enriched functional gene categories (Figure 3C and Table S11).

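For the 13 genes of cluster 1 the median ratio of mean FPKM to the dark was 70.6 at 15 min (quartiles 24.9 to 139), 101 at 60 min (quartiles 52.8 to 193), 24.1 at 120 min, and 6.69 at 240 min. All of them were raised in both replicates at 15, 60, and 120 min, and 10 were at 240 min. The 15 min median was 40.8 in replicate 1 and 117 in replicate 2. The alternative that moved the 60 min value most was the addition of 1 to each mean FPKM, which gave 69.8.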

Cluster 1 includes transcripts with rapid, high-level, sustained light responses. This cluster was significantly enriched for genes involved in carotenoid biosynthesis, such as *albino-1* (*al-1*) (NCU00552) and *al-2* (NCU00585), and blue light photoresponses, including the photoreceptor genes *vvd* and *cry*, both of which attenuate WCC light responses (Heintzen *et al.* 2001; Olmedo *et al.* 2010b). 

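The FPKM of *al-1* (NCU00552) was 2.66 ± 1.99 in the dark and 1130.0 ± 185 at 15 min (SD, n = 2), a log2 fold change of 8.38 (standard error 0.64, adjusted p = 0.0033 from limma with Benjamini-Hochberg adjustment, and 0.0019 with the replicate number as a block). *al-2* (NCU00585) rose from 13.9 ± 5.86 to 586 ± 237 at 60 min, a log2 fold change of 5.29 (standard error 0.94, adjusted p = 0.070 from the same test, and 0.012 with the replicate number as a block). *cry* (NCU00582) rose from 1.38 ± 0.539 to 192 ± 106 at 15 min, a log2 fold change of 6.24 (standard error 0.92, adjusted p = 0.046 from the same test, and 0.0071 with the replicate number as a block). At 240 min FPKM differed between the replicates in all of these genes. In replicates 1 and 2 it was 31.0 and 8.18 for *al-1*, 169.7 and 16.9 for *al-2*, and 81.9 and 9.52 for *cry*. As ratios to the dark of the same replicate, *al-1* had 7.60 and 6.52, which are close. *al-2* had 9.38 and 1.73, and *cry* had 46.6 and 9.55. The FPKM of *al-1* already differed in the dark, at 4.07 and 1.25.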

The observation that *vvd* mRNA levels are induced >100-fold whereas the transcripts for its activator WC-1 (Lee *et al.* 2003) are rising and peak later in the light suggests that basal levels of WC-1 are sufficient to maintain photoresponses. 

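*vvd* (NCU03967) had FPKM of 3.35 ± 1.65 in the dark (SD, n = 2), 415 ± 172 at 15 min, 148 ± 61.5 at 60 min, 67.9 ± 32.2 at 120 min, and 39.2 ± 44.4 at 240 min. At 15 min this was a log2 fold change of 6.57 (standard error 0.90, adjusted p = 0.037 from limma with Benjamini-Hochberg adjustment, and 0.0068 with the replicate number as a block). The mean FPKM ratio to the dark was 124 at 15 min. *wc-1* (NCU02356) had 3.11 ± 2.51 in the dark, 27.5 ± 20.8 at 15 min, 10.1 ± 6.53 at 60 min, 9.31 ± 7.20 at 120 min, and 5.64 ± 5.53 at 240 min. Its highest FPKM was at 15 min in both replicates, with a log2 fold change of 2.72 (standard error 0.89, adjusted p = 0.26 from the same test, and 0.0061 with the replicate number as a block). The paper proposes from the levels of both transcripts that basal WC-1 is enough to maintain the response.

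**Figure D2:**
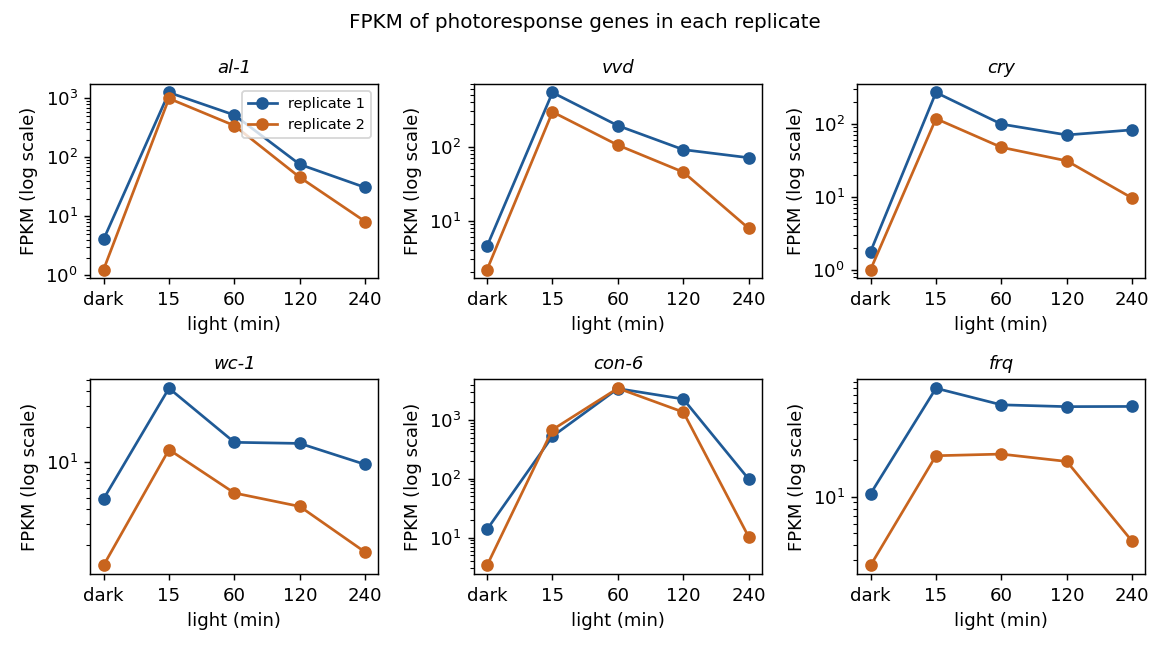
FPKM (vertical axis, log scale) of 6 photoresponse genes in the dark and at each light time point (min, horizontal axis), with a line for each replicate. The 15 min value of *vvd* is 537 in replicate 1 and 293 in replicate 2, and at 240 min replicate 2 is below replicate 1 in all 6 genes. In the dark replicate 2 is below replicate 1 in all 6 genes as well. As a ratio to its own dark, replicate 2 is also the lower at 240 min.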

The conidiation (con)-related genes *con-10* (NCU07325) and *con-6* (NCU08769) (Berlin and Yanofsky 1985), originally identified by their induction during conidiation and previously shown to be light-responsive (Corrochano *et al.* 1995; Lauter and Russo 1991), are also included in this group.

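In the dark the FPKM of *con-10* (NCU07325) was 2.53 ± 2.24 and that of *con-6* (NCU08769) was 8.56 ± 7.35 (SD, n = 2). At 60 min they were 488 ± 288 and 3432 ± 34.0. For *con-10* the 60 min change was a log2 fold change of 7.14 (standard error 0.93, adjusted p = 0.033 from limma with Benjamini-Hochberg adjustment, and 8.3e-04 with the replicate number as a block), and for *con-6* it was a log2 fold change of 8.74 (standard error 0.94, adjusted p = 0.015 from the same test, and 0.0081 with the replicate number as a block). By 240 min *con-6* had fallen to 98.3 in replicate 1 and 10.2 in replicate 2. *con-10* had fallen to 4.26 in replicate 1 and 15.2 in replicate 2. It was higher in replicate 2 at every time point, with 0.944 and 4.11 in the dark. As ratios to the dark of the same replicate, the 240 min values were 4.51 in replicate 1 and 3.70 in replicate 2.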

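Over the 48 genes of cluster 2 the median ratio of mean FPKM to the dark was 5.08 at 15 min (quartiles 4.07 to 7.40), 3.06 at 60 min, 1.81 at 120 min, and 1.15 at 240 min (quartiles 0.917 to 1.66). All genes were raised in both replicates at 15 and 60 min, 44 at 120 min, and 12 at 240 min. The 240 min median was 1.43 in replicate 1 and 0.775 in replicate 2.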

Cluster 2 represents genes that were typically induced by light within 15 min but returned to dark levels by 60 or 120 min. This response is typical of the light adaptation response of *Neurospora* that is mediated through feedback inhibition of the WCC by the photoreceptor VVD present in cluster 1 (Chen *et al.* 2010; Heintzen *et al.* 2001; Malzahn *et al.* 2010; Schwerdtfeger and Linden 2001, 2003; Shrode *et al.* 2001). 

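*csp-1* (NCU02713) rose from FPKM 40.9 ± 7.77 in the dark to 360.1 ± 42.0 at 15 min (SD, n = 2) and was at 55.8 ± 9.33 at 60 min. Its 15 min change was a log2 fold change of 3.11 (standard error 0.33, adjusted p = 0.015 from limma with Benjamini-Hochberg adjustment, and 0.0036 with the replicate number as a block). The 15 min log2 fold change from limma was 1.67 (standard error 0.51, adjusted p = 0.23, and 0.0095 with the block) for *csp-2* (NCU06095), 1.93 (standard error 0.36, adjusted p = 0.082, and 0.022 with the block) for *sub-1* (NCU01154), and 2.37 (standard error 0.52, adjusted p = 0.12, and 0.013 with the block) for *sre* (NCU07728). *vos-1* (NCU05964) was highest at 60 min, with FPKM of 22.0 ± 2.87 against 2.37 ± 0.226 in the dark and a log2 fold change of 2.76 (standard error 0.52, adjusted p = 0.082 from the same test, and 0.021 with the replicate number as a block). *csp-2* passed an adjusted p of 0.2 only with the block.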

Cluster 2 includes WC-1 (NCU02356) and several of the TFs known to be direct targets of WCC: conidial separation-1 (*csp-1*, NCU02713); conidial separation-2, (*csp-2*, NCU06095); *vos-1* (NCU05964); *sub-1* (NCU01154); and siderophore regulation (*sre*, NCU07728) (Chen and Loros 2009; Smith *et al.* 2010). Also included in this group of TFs was the *fluffy* (*fl*) gene (NCU08726) encoding a major regulator of conidiation in *N. crassa* (Bailey and Ebbole 1998; Rerngsamran *et al.* 2005). 

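For *fl* (NCU08726) FPKM was 1.75 ± 0.168 in the dark and 10.2 ± 2.13 at 15 min (SD, n = 2), a log2 fold change of 2.01 (standard error 0.35, adjusted p = 0.068 from limma with Benjamini-Hochberg adjustment, and 0.0095 with the replicate number as a block). It was 3.10 ± 0.547 at 60 min and 3.21 ± 0.612 at 120 min, and the change at 60 min did not pass the threshold without the block (adjusted p = 0.60 from the same test) but did with it (0.14).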

Although *fl* was not observed in general microarray studies to be light-regulated, its behavior in RNA-seq was similar to that observed in directed studies of *fl* expression (Belden *et al.* 2007; Olmedo *et al.* 2010a). 

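The transporter gene *mig-12* (NCU09830) had FPKM of 0.412 ± 0.204 in the dark, below 1 in both replicates, and 10.7 ± 6.92 at 15 min (SD, n = 2), a log2 fold change of 2.91 (standard error 0.45, adjusted p = 0.050 from limma with Benjamini-Hochberg adjustment, and 0.012 with the replicate number as a block). *cax* (NCU07075), a calcium/proton exchanger gene, rose from 13.0 ± 4.13 to 55.1 ± 15.5, a log2 fold change of 2.01 (standard error 0.39, adjusted p = 0.088 from the same test, and 0.0068 with the replicate number as a block). The siderophore regulation gene *sre* had 47.0 ± 11.4 at 15 min and 8.38 ± 2.86 in the dark.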

Also included in this cluster were genes involved in metal ion homeostasis (*mig-12*, NCU09830; *sre*, NCU07728; and *cax*, NCU07075), uncovering a previously not discerned need for the fungus to control metal ion homeostasis during exposure to light.

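The 221 genes of cluster 3 had a median ratio of mean FPKM to the dark of 1.68 at 15 min, 4.43 at 60 min (quartiles 3.50 to 6.56), 3.74 at 120 min (quartiles 2.77 to 5.26), and 1.75 at 240 min. All were raised in both replicates at 60 and 120 min and 44 were at 240 min. With quantile normalization between samples the 60 min value was 3.61 and the 120 min value 3.64, so the order of these time points depends on the scaling.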

Cluster 3 includes genes that typically peaked in expression between 60 and 120 min in the light, the so-called late light-induced genes. Cluster 3 was visually subdivided into clusters 3a, 3b, and 3c based on differences in expression patterns within the tree structure of this cluster (Figure 3A and Figure S1). 

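The median ratio of mean FPKM to the dark was 1.62 at 15 min and 3.31 at 120 min in the 167 genes of cluster 3a, 2.28 at 15 min and 6.25 at 120 min in the 35 genes of cluster 3b, and 1.06 at 15 min and 11.1 at 120 min in the 19 genes of cluster 3c. In replicate 1 the medians at these time points were 1.48 and 3.37 for cluster 3a, 2.11 and 6.49 for cluster 3b, and 1.00 and 10.9 for cluster 3c. In replicate 2 they were 1.67 and 3.16, 2.56 and 5.77, and 1.47 and 11.6.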

Each of the subclusters showed higher levels of RNA at 120 min than at 15 min, as did the main cluster. FunCat analyses showed differences in functional enrichment categories for these subclusters (Table S11). 

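NCU05706, a glutathione S-transferase gene, had FPKM of 59.9 ± 11.1 in the dark and 173 ± 50.8 at 60 min (SD, n = 2), a log2 fold change of 1.50 (standard error 0.38, adjusted p = 0.16 from limma with Benjamini-Hochberg adjustment, and 0.024 with the replicate number as a block). The glutamate decarboxylase gene NCU00678 rose from 5.31 ± 0.00501 to 22.3 ± 2.03, a log2 fold change of 1.88 (standard error 0.84, adjusted p = 0.43 from the same test, and 0.24 with the replicate number as a block), and passed 0.2 in neither fit. Its log2 ratio at 60 min was 1.79 in replicate 1 and 1.97 in replicate 2. Its FPKM at 240 min was 17.9 in replicate 1 and 1.07 in replicate 2, and this difference enters the 60 min standard error. NCU03112, an NADH-cytochrome b5 reductase gene, rose from 147 ± 20.3 to 622 ± 184, a log2 fold change of 2.04 (standard error 0.36, adjusted p = 0.070 from the same test, and 0.0098 with the replicate number as a block).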

Cluster 3a is highly enriched for genes involved in metabolism and responses to oxidative stress, including the genes for the well-described detoxification enzymes glutathione-S transferase (NCU05706), glutamate decarboxylase (NCU00678), and NADH cytochrome B5 reductase (NCU03112). This cluster also includes a large number of genes encoding hypothetical proteins (75 genes), suggesting that at least some of these genes function in metabolism or cellular stress responses. Cluster 3b is enriched for genes involved in sugar metabolism. This cluster also included *catalase-1* (*cat-1*, NCU08791), which is important in hydrogen peroxide detoxification following light-triggered production of reactive oxygen species (Wang *et al.* 2007a, b). 

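The FPKM of *cat-1* (NCU08791) was 56.8 ± 17.7 in the dark, 133 ± 45.2 at 15 min, 398 ± 135 at 60 min, and 225 ± 87.8 at 120 min (SD, n = 2). The change at 60 min was a log2 fold change of 2.78 (standard error 0.82, adjusted p = 0.21 from limma with Benjamini-Hochberg adjustment, and 0.038 with the replicate number as a block). At 240 min replicate 1 had 129.8 and replicate 2 had 17.3.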

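*ccg-1* (NCU03753) had FPKM of 2664 ± 434 in the dark, 4023 ± 467 at 15 min, 20684 ± 1959.8 at 60 min, 18849 ± 3125 at 120 min, and 5906 ± 2004 at 240 min (SD, n = 2). At 60 min this was a log2 fold change of 2.96 (standard error 0.37, adjusted p = 0.027 from limma with Benjamini-Hochberg adjustment, and 0.0088 with the replicate number as a block).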

Interestingly, cluster 3b includes *clock-controlled gene-1* (*ccg-1/grg-1*, NCU03753), a gene of unknown function that is regulated by the circadian clock as well as by light, oxidative stress, and glucose starvation (Loros *et al.* 1989; McNally and Free 1988). Both *cat-1* and *ccg-1* were previously shown to be regulated by the TF ATF-1 (also called ASL-1; NCU01346), which functions downstream of the osmosensing MAPK pathway in *N. crassa* (Lamb *et al.* 2012; Yamashita *et al.* 2008). The *atf-1*/*asl*-1 gene displayed a more than two-fold light induction, peaking at 15 min (Table S6); however, it did not make our stringent cut-off of q ≤ 0.2. 

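The *asl-1* transcript of Figure 5 is NCU01345. Its FPKM was 13.8 ± 2.74 in the dark, 30.6 ± 6.54 at 15 min, 24.5 ± 5.06 at 60 min, and 15.0 ± 5.15 at 240 min (SD, n = 2). The 15 min change was a log2 fold change of 1.09 (standard error 0.38, adjusted p = 0.29 from limma with Benjamini-Hochberg adjustment, and 0.022 with the replicate number as a block), and the log2 ratio was 1.12 in replicate 1 and 1.07 in replicate 2.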

Cluster 3c is enriched for genes primarily involved in responses to environmental stress, including heat shock and cell wall integrity stress response pathways. These data are consistent with previous studies demonstrating regulation of these pathways by the WCC complex and the clock (Bennett *et al.* 2013; Smith *et al.* 2010).

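The median ratio of mean FPKM to the dark over the 24 genes of cluster 4 was 9.29 at 15 min, 14.9 at 60 min (quartiles 11.2 to 21.4), 6.61 at 120 min, and 2.94 at 240 min. Both replicates were raised for all genes through 120 min and for 13 genes at 240 min, where the median was 4.13 in replicate 1 and 1.11 in replicate 2. The 60 min median was 10.6 with quantile normalization.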

Cluster 4 genes were rapidly and highly induced by light, and generally stayed induced over the course of light treatment; this pattern of induction resembles that of Cluster 1. This cluster includes the core circadian oscillator gene *frequency* (*frq*, NCU02265), previously shown to be insulated from photoadaptation (Crosthwaite *et al.* 1995). 

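In replicate 1 the FPKM of *frq* was 10.6 in the dark and then 79.3, 57.8, 55.8, and 56.0 at 15, 60, 120, and 240 min. In replicate 2 it was 2.71 in the dark and 21.9, 22.6, 19.6, and 4.28. The means at 15 and 60 min were 50.6 ± 40.6 and 40.2 ± 24.9 (SD, n = 2), which differ by less than the SD. The 15 min change was a log2 fold change of 2.71 (standard error 1.16, adjusted p = 0.41 from limma with Benjamini-Hochberg adjustment, and 0.032 with the replicate number as a block).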

Also included in this cluster are several oxidoreductases (*mig-3*, NCU04452; NCU01861; and NCU08291) important in redox reactions.

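*mig-3* (NCU04452) rose from FPKM 80.6 ± 19.2 in the dark to 837 ± 105 at 15 min (SD, n = 2), a log2 fold change of 3.38 (standard error 0.54, adjusted p = 0.059 from limma with Benjamini-Hochberg adjustment, and 0.012 with the replicate number as a block). The short chain dehydrogenase/reductase gene NCU01861 rose from 4.97 ± 1.24 to 282 ± 54.8 at 60 min, a log2 fold change of 5.57 (standard error 0.78, adjusted p = 0.037 from the same test, and 0.013 with the replicate number as a block). NCU08291, a ferrochelatase gene, rose from 31.0 ± 10.2 to 409 ± 184 at 60 min, a log2 fold change of 3.64 (standard error 0.48, adjusted p = 0.033 from the same test, and 0.0081 with the replicate number as a block).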

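Cluster 5 has 222 genes, whose median ratio of mean FPKM to the dark was 0.621 at 15 min, 0.270 at 60 min (quartiles 0.213 to 0.321), 0.270 at 120 min (quartiles 0.218 to 0.332), and 0.625 at 240 min. At 15 min 206 of the genes were lowered in both replicates and at 240 min 130 were. The 240 min median was 0.439 in replicate 1 and 0.845 in replicate 2.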

Genes in Cluster 5 are repressed by light, with repression being the strongest 60 to 120 min after light treatment. Although some light-repressed genes were noted in previous work (Dong *et al.* 2008), a large cluster of such genes has not been previously described in detail. Because of the novelty of this observation, we confirmed light repression on a subset of transcripts by RT-qPCR (Figure 4). 

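In the RNA-seq samples *rbg-18* (NCU03396), a transcript of Figure 4, had FPKM of 60.2 ± 19.0 in the dark and 15.1 ± 6.57 at 60 min (SD, n = 2), a log2 fold change of -1.95 (standard error 0.61, adjusted p = 0.24 from limma with Benjamini-Hochberg adjustment, and 0.11 with the replicate number as a block). *rbg-16* (NCU03702) fell from 82.2 ± 7.97 to 20.7 ± 1.21 at 120 min, a log2 fold change of -1.94 (standard error 0.46, adjusted p = 0.14 from the same test, and 0.040 with the replicate number as a block). NCU08951, annotated as an H/ACA ribonucleoprotein complex subunit, fell from 52.7 ± 17.0 to 16.6 ± 5.38 at 60 min, a log2 fold change of -1.61 (standard error 0.39, adjusted p = 0.15 from the same test, and 0.018 with the replicate number as a block). Each was lower than the dark sample of the same replicate at 60 and 120 min. At 240 min *rbg-18* had 42.5 in replicate 1 and 139 in replicate 2, the latter above its dark value.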

The repression is observed when mRNA levels are normalized either to 25S rRNA levels or to levels of *cox-5*, a transcript whose levels did not respond to light. 

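The first 1999 genes of Table S1 and of Table S2, the parts that were available, name 13 ribosome biogenesis (*rbg*) genes between them. Table S1 is ordered by FPKM in the dark, so the genes from it were chosen by a high dark value, and Table S2 is ordered by locus number. The median of the 13 genes as a log2 ratio to the dark was -0.49 at 15 min, -1.23 at 60 min, -1.23 at 120 min, and -0.54 at 240 min. The median over 10000 random lists of the same size matched on mean FPKM was -0.12 at 60 min, and none of these lists had a median as low as the *rbg* genes at 60 or 120 min. As a description of these samples, 12 of the genes were lowered in both replicates at 60 min, 9 by at least 2-fold. In the limma fit without the replicate block 5 passed an adjusted p of 0.2. The 7 genes from Table S2 alone had a median of -1.12 at 60 min, and 0.0700% of the matched lists were as low. When the 32 *rbg* genes of any supplementary table were used, many of which were listed for their light response, the 60 min median was -1.47.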

Genes implicated in ribosome biogenesis were highly enriched in this cluster, suggesting that light triggers a temporary reduction in the production of new ribosomes, which in turn would likely limit protein synthesis. Because light is a stress to the organism (reflected here by the induction of numerous stress response genes in response to light), these data are consistent with previous studies demonstrating global protein synthesis repression following environmental stress (Holcik and Sonenberg 2005; Lindquist 1981; Shalgi *et al.* 2013; Spriggs *et al.* 2010).

**Figure 4:**
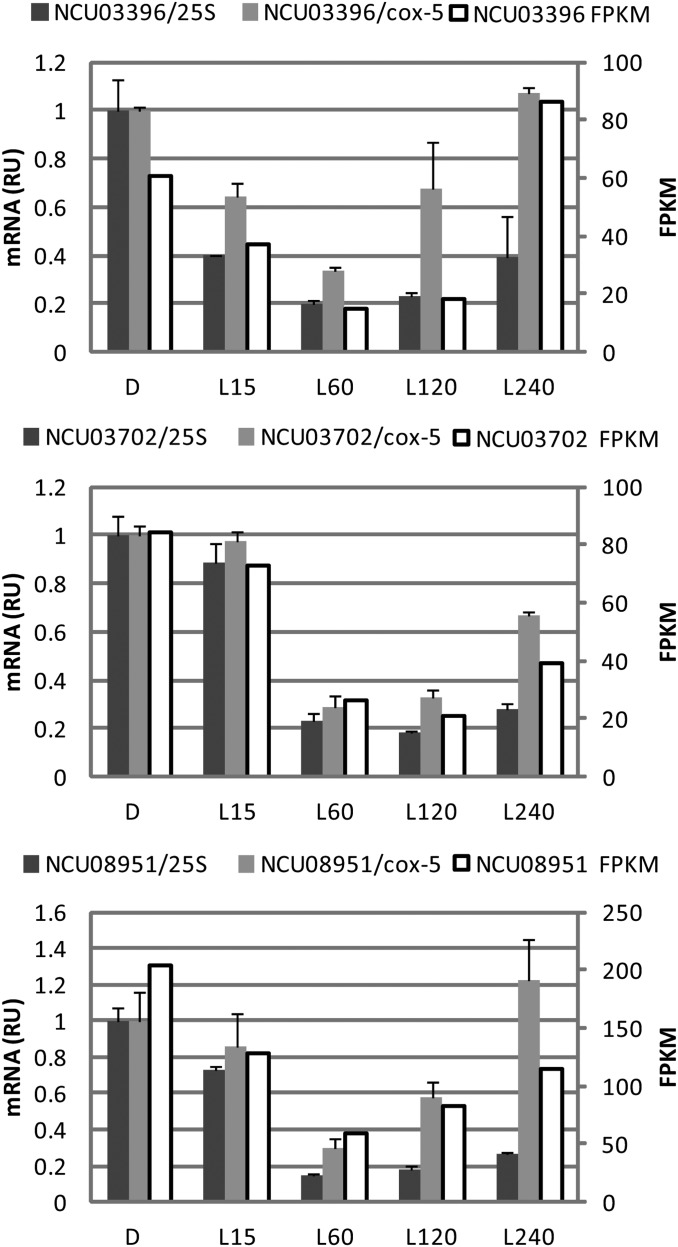
Validation by RT-qPCR of selected downregulated transcripts in Cluster 5. FPKM at each time point (white bars) are compared to RT-qPCR values for each transcript that were normalized to either 25S rRNA (dark gray bars) or to *cox-5* (light gray bars); the *cox-5* transcript does not show a light-response in the RNA-seq data. Error bars show the standard error obtained from triplicate technical replicates of each of the two RNA preparations used for RNA-seq.

Taken together, functional analyses of the clusters revealed that light generally increases cellular metabolism (Clusters 3a and 3b), and at the same time causes significant oxidative stress to the organism. To deal with this stress, protective photopigments are made (Cluster 1), antioxidants are produced (Clusters 2, 3a, 3b, 3c, and 4), genes involved in ribosome biogenesis are transiently repressed (Cluster 5), and the overarching regulatory pattern driven by the circadian system is reset to subjective morning (Cluster 4) in anticipation of a long period of continued light.

### Global regulation by light

Nearly 25% of the genome showed a more than two-fold change in gene expression in response to light under our growth conditions. Because previous studies have implicated a hierarchical network of TFs controlling light induction (Chen *et al.* 2009; Smith *et al.* 2010), it was not surprising to find that TFs are over-represented in several of the light-induced clusters. Overall, 58 of 252 identified TFs are regulated by light (Figure 5). 

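Figure 5 names 58 transcription factor (TF) genes. In the replicate means 56 of them changed at least 2-fold at 1 or more time points, 32 upward and 25 downward, with 1 of them changing both ways. Both replicates passed the threshold in the same direction for 42. The largest log2 ratios of FPKM plus 1 were 3.11 for *csp-1* (NCU02713) and 2.79 for *wc-1* (NCU02356), and the lowest was -1.82 for NCU08003 at 60 min.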

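Of the TF genes of Figure 5, limma called 15 at an adjusted p of 0.2 or less, and 8 of these were raised. With the replicate block it called 56. The lowest adjusted p without the block among the lowered TF genes was 0.060 for NCU03073, whose log2 ratio was -1.57 in replicate 1 and -1.86 in replicate 2.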

Among these, 12 TFs were significantly regulated at a q-value ≤ 0.2 (indicated by asterisks in Figure 5) and are represented in clusters 2, 3a, and 5. Furthermore, of the 27 TFs identified as direct targets of the WCC (Smith *et al.* 2010), 14 showed a more than two-fold change in response to light for at least one time point and 7 with a q-value ≤ 0.2 (Table S12). 

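Of the 27 TF genes that Table S12 lists as direct targets of the WCC, 18 changed at least 2-fold in the replicate means and 16 did so in both replicates. A rise was found for 14 genes and a fall for 5, 3 of which fell in both replicates. The others passed the threshold at 240 min alone, in the mean but not in both replicates. Limma called 8 of them at an adjusted p of 0.2 or less, 7 of these raised, and 24 with the replicate number as a block.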

Of these 14 genes, three TF genes, *adv-1*, NCU07846, and NCU05994, showed decreased levels for at least one time point. 

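NCU07846 fell from FPKM 21.3 ± 2.36 in the dark to 6.41 ± 1.16 at 60 min (SD, n = 2), a log2 fold change of -1.59 (standard error 0.31, adjusted p = 0.087 from limma with Benjamini-Hochberg adjustment, and 0.015 with the replicate number as a block). NCU05994 fell from 10.5 ± 4.76 to 3.20 ± 1.44 at 60 min, a log2 fold change of -1.43 (standard error 0.60, adjusted p = 0.39 from the same test, and 0.027 with the replicate number as a block), and was already at 3.89 ± 2.02 at 15 min. For *adv-1* (NCU07392) the log2 fold change was -1.07 at 60 min (standard error 0.34, adjusted p = 0.25, and 0.066 with the block). All 3 genes were below the dark in both replicates at 60 min.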

Together, these data demonstrate that with the growth conditions used here, not all steady-state mRNAs from genes that are direct targets of the WCC show significant light responses, and that some direct targets of the WCC are repressed by light.

**Figure 5:**
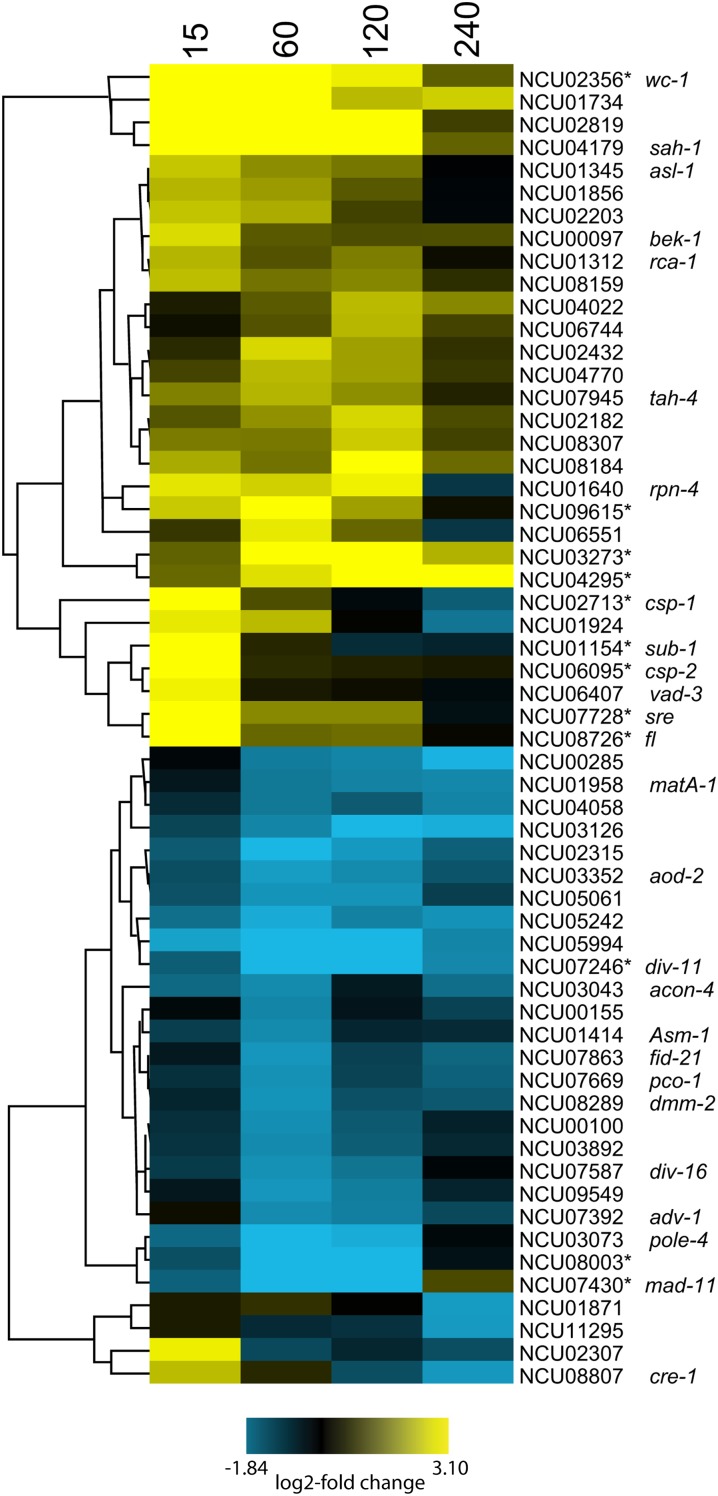
Hierarchical clustering of transcription factors whose mRNA levels are light-regulated. Factors whose mRNA levels were regulated at q ≤ 0.2 are indicated with asterisks.

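In the replicate means 34 genes rose at least 16-fold at 1 or more time points on the scale of FPKM plus 1, and 28 did so in both replicates. With a pseudocount of 0.1 in place of 1 the count was 64. Among the genes that also passed an adjusted p of 0.2, the largest rises were in *con-6* and *al-1*, followed by *bli-4* (NCU08699), NCU08770, and NCU02190. *bli-4* rose from FPKM 1.37 ± 0.0243 in the dark to 532 ± 33.1 at 60 min (SD, n = 2), a log2 fold change of 7.81 (standard error 0.46, adjusted p = 0.0011 from limma with Benjamini-Hochberg adjustment, and 0.0021 with the replicate number as a block). NCU08770 rose from 2.04 ± 0.591 to 568 ± 19.6 at 60 min, a log2 fold change of 7.56 (standard error 0.58, adjusted p = 0.0033 from the same test, and 0.0037 with the replicate number as a block). NCU02190, an oxysterol binding protein gene, rose from 0.876 ± 0.601 to 300.3 ± 50.8 at 15 min, a log2 fold change of 7.36 (standard error 0.44, adjusted p = 0.0011 from the same test, and 8.3e-04 with the replicate number as a block). The gene *ncw-5* (NCU00716) was highest at 240 min in the mean, but that value comes from FPKM of 7359 in replicate 1 and 181 in replicate 2.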

A relatively large number of transcripts showed sizeable increases in expression on light exposure; 27 mRNAs had 16-fold or greater increases at one or more time points (Table 1). FunCat analysis indicated enrichment for functions similar to those identified for Cluster 1 genes (compare Table S13). Plots of the numbers of genes showing increased or decreased responses to light at different q-value thresholds are shown in Figure 6A. 

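At an adjusted p of 0.2 or less limma called 103 raised and 34 lowered genes at 15 min, 206 and 273 at 60 min, 105 and 276 at 120 min, and 25 and 81 at 240 min. Every one of these changes had the same sign in both replicates, which selection with both replicates in the fit favours. With the replicate block the numbers raised and lowered were 528 and 640 at 15 min, 1105 and 1701 at 60 min, 894 and 1501 at 120 min, and 393 and 1155 at 240 min. The order of the time points by number of lowered genes was 120, 60, 240, and 15 min without the block and 60, 120, 240, and 15 min with it.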

In general, reductions in response to light were smaller than induction in response to light, with no reduction more than eight-fold. 

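The lowest log2 ratio of mean FPKM plus 1 over all genes was -2.77 at 15 min, -2.65 at 60 min, -3.26 at 120 min, and -2.79 at 240 min. The highest was 8.27, 8.49, 7.57, and 5.32 at these time points. The 240 min value is that of NCU12011 and rests on 1 sample, with FPKM of 0 in replicate 1 and 77.7 in replicate 2. A rise of 8-fold or more was found for 32, 66, 36, and 19 genes at 15, 60, 120, and 240 min, and a fall of 8-fold or more for 1 gene, at 120 min. This gene is *acu-6* (NCU09873), annotated as phosphoenolpyruvate carboxykinase, with FPKM of 102 ± 15.7 in the dark and 9.79 ± 1.13 at 120 min (SD, n = 2), a log2 fold change of -3.25 (standard error 0.30, adjusted p = 0.0082 from limma with Benjamini-Hochberg adjustment, and 0.0021 with the replicate number as a block).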

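Among the genes lowered at least 2-fold, the lowest ratio fell at 15 min for 60, at 60 min for 507, at 120 min for 416, and at 240 min for 166 genes. Among those raised at least 2-fold, the highest ratio was at 15 min for 146, at 60 min for 544, at 120 min for 207, and at 240 min for 209 genes. These are ratios of replicate means. At 240 min only 38 genes rose and 97 fell at least 2-fold in both replicates, and 251 passed the threshold in opposite directions. The 240 min counts are therefore uncertain. Rises of at least 8-fold were found for 90 genes, 69 of which were highest at 15 or 60 min.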

The greatest reductions were seen 60 to 120 min after lights on, in contrast to induction, which peaked 15 to 60 min after lights on. Global analyses of the distribution of light-regulated transcripts across *N. crassa* chromosomes did not reveal obvious regions where expression patterns of genes clustered (Figure 6B and Figure S2).

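The order of genes along the 7 chromosomes was taken from the RefSeq table of assembly NC12, which may differ from the assembly the authors used, and no coordinates from it are given. It holds 9218 of the predicted genes and places 7349 expressed genes in 7342 adjacent pairs. The correlation across these pairs of the log2 ratios to the dark was 0.177 at 15 min, 0.162 at 60 min, 0.159 at 120 min, and 0.0675 at 240 min. At each of the 4 time points none of 10000 random orders of the genes within their chromosomes gave as large a correlation (one-sided permutation test over genes, p = 0.0001 and adjusted p = 0.0001, the smallest these permutations can give). Genes are not independent replicates, and the square of the 15 min correlation is 3.12%. Between genes with 1 gene between them the correlation was 0.0554 at 60 min, and it was 0.0281 between genes 5 places apart and 0.0224 between genes 10 places apart. The 682 adjacent pairs in which both genes changed at least 2-fold had the value that moved most, 0.346 at 60 min. In replicates 1 and 2 alone the 60 min correlation of adjacent genes was 0.165 and 0.152.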

**Table 1:** Transcripts with 16-fold or more induction by light

Locus	Symbol	Name	L15/D	L60/D	L120/D	L240/D
NCU00552	*al-1*	albino-1	8.3	6.9	4.1	2.4
NCU08699	*bli-4*	bli-4 protein	7.5	7.8	4.8	3.5
NCU02190		oxysterol binding protein	7.3	5.6	2.5	1.5
NCU03967	*vvd*	Vivid	6.6	5.1	4.0	3.1
NCU08770		hypothetical protein	6.4	7.6	2.3	0.7
NCU00582	*cry*	cryptochrome DASH	6.3	4.9	4.4	4.1
NCU10063		sugar isomerase	6.2	4.3	2.8	2.1
NCU08769	*con-6*	conidiation-6	6.0	8.5	7.5	2.4
NCU08626	*phr*	photoreactivation-deficient	5.3	4.0	1.9	1.2
NCU00585	*al-2*	albino-2	5.2	5.3	3.9	2.5
NCU07325	*con-10*	conidiation-10	4.8	7.1	4.3	1.5
NCU11424	*cao-2*	carotenoid oxygenase-2	4.8	4.1	2.8	2.1
NCU07434		short-chain dehydrogenase/reductase SDR	4.6	3.8	1.5	1.7
NCU07267	*bli-3*	blue light-induced-3	4.6	6.8	4.6	2.4
NCU11395		S-(hydroxymethyl)glutathione dehydrogenase	4.0	6.1	4.4	2.7
NCU06420		hypothetical protein	3.8	4.1	2.7	1.3
NCU01060		hypothetical protein	3.5	4.9	3.9	2.8
NCU09049		hypothetical protein	3.4	6.1	4.3	1.3
NCU03506		hypothetical protein	3.1	4.3	3.0	1.5
NCU05844		hypothetical protein	2.7	4.5	2.6	−0.5
NCU01861		short chain dehydrogenase/reductase family	2.2	5.6	4.5	1.1
NCU06597		hypothetical protein	2.0	5.4	3.3	0.6
NCU04823		NADP-dependent alcohol dehydrogenase C	1.6	4.5	3.5	1.0
NCU05652		hypothetical protein	1.4	4.6	3.5	0.7
NCU07345		hypothetical protein	1.2	4.3	3.2	0.4
NCU07337		hypothetical protein	1.2	4.2	4.1	2.1
NCU00716	*ncw-5*	non-anchored cell wall protein-5	−0.3	2.8	4.1	4.3

The log_2_ change in expression in the light *vs.* the dark is given for each time point in the light (15, 60, 120, and 240 min).

**Figure 6:**
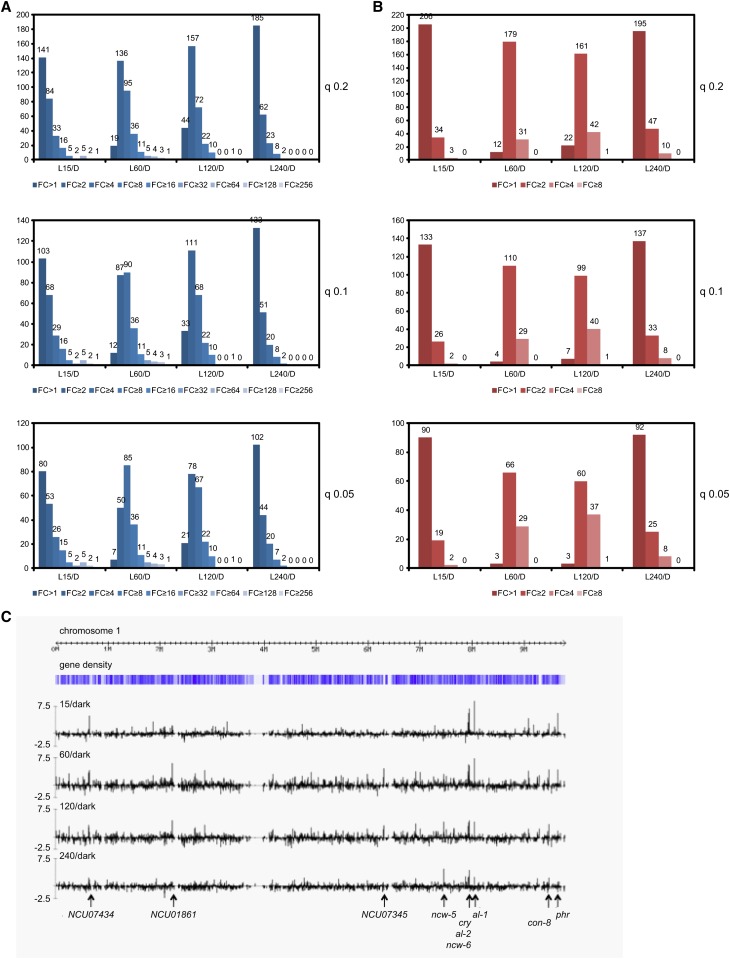
Genome-wide view of light responses. (A) A plot of the number of light-induced genes as a function of time after lights on at each of the time points. These plots show the number of genes for a given level of expression change (FC, fold-change) in response to light (upregulated or downregulated) at q ≤ 0.2, 0.1, or 0.05 (the primary data are in Table S9). (B) A plot of the number of light-repressed genes as a function of time after lights on with all of time points. (C) Pattern of light-regulation of genes on linkage group I (chromosome 1). The log_2_ of the fold-change in expression in the light *vs.* the dark is given on the Y-axis for each time point (15, 60, 120, and 240 min). Several examples of strongly light-induced genes mentioned in the text are marked by arrows.

We examined the phenotypes of a subset of genes whose transcripts were altered two-fold or more in response to light with a q ≤ 0.2 with both known and unknown functions. 

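The FPKM of NCU01870 rose from 2.74 ± 0.492 in the dark to 12.9 ± 7.02 at 60 min (SD, n = 2), a log2 fold change of 1.80 (standard error 0.55, adjusted p = 0.23 from limma with Benjamini-Hochberg adjustment, and 0.020 with the replicate number as a block). NCU02209, a fatty acid desaturase gene, fell from 126 ± 38.0 to 34.7 ± 9.76 at 120 min, a log2 fold change of -1.82 (standard error 0.37, adjusted p = 0.094 from the same test, and 0.016 with the replicate number as a block). NCU00250 rose from 13.4 ± 1.02 to 160.0 ± 11.8 at 60 min, a log2 fold change of 3.48 (standard error 1.18, adjusted p = 0.27 from the same test, and 0.13 with the replicate number as a block), and its replicates stood at 187 and 6.25 at 240 min. NCU01862 rose from 2.34 ± 0.148 to 10.6 ± 1.00 at 15 min, a log2 fold change of 1.80 (standard error 0.31, adjusted p = 0.067 from the same test, and 0.012 with the replicate number as a block). *cat-2* (NCU05770) rose from 8.83 ± 3.12 to 31.7 ± 10.2 at 15 min, a log2 fold change of 1.74 (standard error 0.92, adjusted p = 0.53 from the same test, and 0.18 with the replicate number as a block).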

The phenotypes of knockouts of these selected genes are shown in Figure 7. Many of these genes showed obvious phenotypes affecting vegetative growth or sexual development. Interestingly, the *frq* deletion strain, in an otherwise WT background, showed slower linear growth in race tubes and a phenotype on plates that differed from the wild-type. This result was surprising given growth differences between *frq*-null mutations in the *ras-1^bd^* background (commonly used for clock studies) and control *ras-1^bd^* strains have not been observed or reported (Aronson *et al.* 1994; Loros and Feldman 1986). We confirmed that an independent disruption of *frq* with the Bar^r^ marker in the wild-type background also showed slower linear growth at 25°; however, in the (already slower-growing) *ras-1^bd^* strain, disruption of *frq* with the Bar^r^ marker did not further reduce the linear growth rate (data not shown). The *fluffy* deletion strain showed a morphological phenotype when yeast extract was included in the growth medium. Although the functions of many of these gene products are hypothetical, the results of phenotyping illustrate that light affects the expression of many genes whose functions are important for the growth of the organism. Additional phenotypic analyses of strains containing deletions of these light-regulated genes should provide clues to the functions of the hypothetical genes and reveal broader connections among the functions of genes with similar expression profiles.

**Figure 7:**
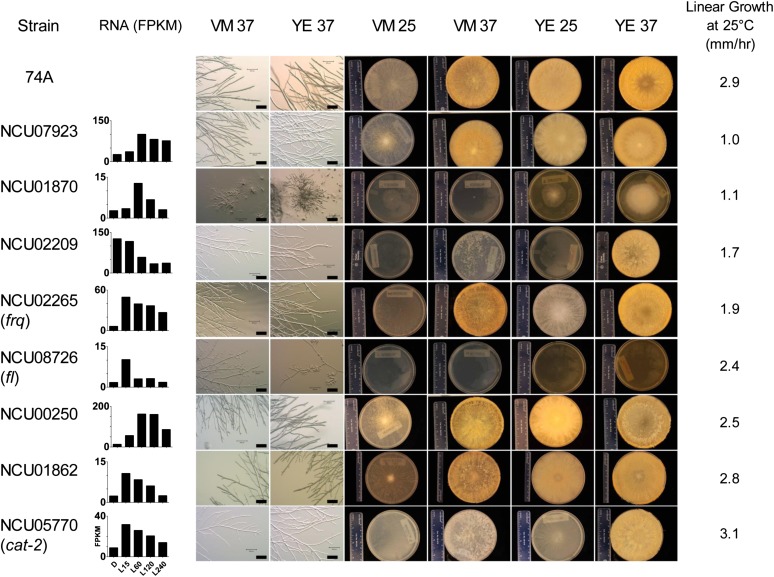
Phenotypes of selected light-regulated genes. A sampling of mutants containing disruptions of genes showing light regulation with q ≤ 0.2 was analyzed for vegetative growth phenotypes. The strain name indicates the gene that was disrupted (74A is the wild-type strain). The indicated gene’s expression in the wild-type strain as determined by RNA-seq is shown for reference. VM: Vogel’s Minimal medium; YE, VM supplemented with yeast extract; 25 and 37, 25°C and 37°C, respectively. Analyses of sexual growth phenotypes showed that each strain was female-fertile, except for NCU01870, which was female-sterile.

## Discussion

The goal of this work was to achieve a comprehensive understanding of how gene expression in *N. crassa* changes in response to light through the use of RNA-seq. We therefore purified capped and polyadenylated mRNA from vegetatively growing *N. crassa* mycelium grown in the dark or grown in the dark and exposed to light for 15, 60, 120, or 240 min. We sequenced cDNA obtained from this mRNA by using Illumina short-read methodology and analyzed gene expression by measuring the relative abundance of mRNA for known or predicted *N. crassa* protein coding genes (based on assembly Nc10 and annotation 10.6). The abundance of transcripts for approximately 25% of all predicted *N. crassa* genes changed two-fold or more based on these data. Transcript abundance levels for 532 genes (5% of all predicted genes) were light-regulated using a false discovery rate cut-off of q ≤ 0.2 for the data from two independent experiments. The increased power of the RNA-seq approach compared with previous microarray-based approaches enabled the identification of genes that were not highly expressed but that were regulated in response to light. For example, we obtained evidence for a major class of genes predicted to have roles in rRNA processing that were downregulated in response to light.

Estimates of the fraction of *N. crassa* genes induced by light have ranged from 3% to 14% of the predicted protein-coding genes in the genome (Chen *et al.* 2009; Dong *et al.* 2008; Lewis *et al.* 2002). A conservative estimate based on the data obtained here (using a cut-off of q ≤ 0.2) is 5% of the genome, whereas a more liberal estimate is 25% because this is the fraction of genes whose expression changed two-fold in response to light. A major category of genes whose predicted functions are significantly enriched in response to light in the larger group of genes (two-fold regulated) are those with uncategorized or unknown functions. Among these are genes that are fungal-specific. For example, within this category of genes for which there is strong statistical support for light induction is NCU07923 (four-fold induction with q < 0.02) (Table S9), a hypothetical protein that appears strongly conserved within the ascomycetes but not outside of them; deletion of this gene has an obvious vegetative growth phenotype (Figure 7).

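NCU07923 had FPKM of 26.5 ± 7.42 in the dark, 100.5 ± 29.5 at 60 min, and 82.1 ± 21.8 at 120 min (SD, n = 2). At 60 min the FPKM ratio to the dark was 3.82 in replicate 1 and 3.75 in replicate 2, with a log2 fold change of 1.88 (standard error 0.997, adjusted p = 0.53 from limma with Benjamini-Hochberg adjustment, and 0.22 with the replicate number as a block). At 240 min FPKM was 161 in replicate 1 and 10.7 in replicate 2.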

While a substantial fraction of predicted *N. crassa* protein-coding genes are regulated at the transcript level in response to light, there were no obvious large chromosomal clusters of genes that showed common regulation. This indicates that the action of light to increase or decrease transcript levels is not generally operating on clustered genes and, further, that these mechanisms are not affecting large contiguous domains of chromatin.

The functions of genes that respond early to light appear different than those that respond later. Light induces the expression of many genes associated with stress responses 60 to 120 min after exposure, and this can be rationalized because light can generate reactive oxygen species (Wang *et al.* 2007b). Consistent with the damaging effects of light, direct targets of the WCC are enriched for DNA repair enzymes (Smith *et al.* 2010). Thus, it is not surprising that we found genes involved in DNA repair mechanisms and encoding light absorbing photopigments are rapidly light-induced. The kinetics of the responses of stress-response genes are similar to those of a subset of genes with roles in C-compound and carbohydrate metabolism whose expression is also induced by light (Cluster 3) (Figure 3C and Table S11). FunCat functional enrichment for this category of genes among late light response genes has been observed previously in microarray studies using the same growth medium (Chen *et al.* 2009). The expression of a large set of genes is also reduced 60 to 120 min after light exposure. Although the mRNAs for the protein components of the ribosome are not reduced by light exposure, many of the mRNAs specifying factors involved in rRNA processing and ribosome assembly are reduced. Thus, it may be more efficient for cells to control ribosome assembly, as opposed to adjusting the levels of abundantly expressed mRNAs encoding ribosome proteins, in response to environmental signals.

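Over the 74 *crp* genes among the first 1999 of Table S1, which is ordered by FPKM in the dark, the median log2 ratio to the dark was -0.083 at 15 min, 0.44 at 60 min, -0.43 at 120 min, and -0.44 at 240 min. The *crp* genes are among the most abundant, and 10000 random lists matched on mean FPKM had medians of 0.21, 0.76, 0.40, and -0.19 at these time points. None of the lists had a median as low as the *crp* genes at 15, 60, or 120 min, and 1.77% of them did at 240 min. In replicate 1 alone 5.79% did at 60 min, and in replicate 2 alone 94.9% did at 240 min. At 120 min 46 of the *crp* genes were lowered in both replicates, 0 of them by 2-fold or more in the mean. In the limma fit without the replicate block 0 passed an adjusted p of 0.2. Over all genes this fit called 276 lowered genes at 120 min and the fit with the block 1501. The number of *crp* genes passing with the block is not given, so the 0 does not decide whether they fell. At 240 min 44 were lowered in both replicates, and 10 of the *crp* genes by 2-fold or more in the mean. The direction at 60 min depended on the scaling, because quantile normalization between samples gave -0.19 where median scaling gave 0.63. Relative to the median of all expressed genes, which median scaling moved from -0.091 to 0.083 at 60 min, the *crp* median was 0.53 as deposited, -0.12 with quantile normalization, and 0.55 with median scaling. For the *rbg* genes the same 3 values were -1.14, -1.11, and -1.12. In replicate 1 the *crp* median was 0.72 at 60 min and -0.92 at 240 min, and in replicate 2 it was 0.24 and -0.29.

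**Figure D3:**
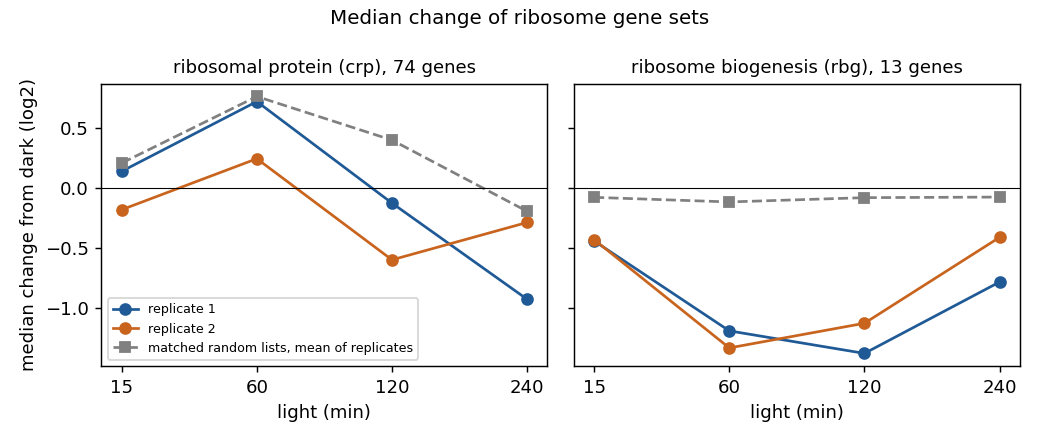
Median log2 change from the dark (vertical axis) of the *crp* genes (left) and of the *rbg* genes (right) at each light time point (min, horizontal axis), with a line for each replicate and a dashed line for the median of expression-matched random lists. The *rbg* medians at 60 min are -1.19 in replicate 1 and -1.33 in replicate 2, below the matched lists. The *crp* medians at 60 min are 0.72 in replicate 1 and 0.24 in replicate 2. The values are as deposited, without quantile normalization.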

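*mus-18* (NCU08850) had FPKM of 1.32 ± 0.278 in the dark and 27.4 ± 10.8 at 15 min (SD, n = 2), a log2 fold change of 3.56 (standard error 0.72, adjusted p = 0.095 from limma with Benjamini-Hochberg adjustment, and 0.019 with the replicate number as a block). The photolyase gene *phr* (NCU08626) rose from 4.78 ± 2.42 to 221 ± 113 at 15 min, a log2 fold change of 5.23 (standard error 0.73, adjusted p = 0.037 from the same test, and 0.0031 with the replicate number as a block). Both were highest at 15 min in each replicate.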

Among the early light-induced genes that are associated with DNA repair are NCU08850 (*mus-18*) and NCU08626 (*phr*). Mutations in *mus-18* were originally identified because they were UV-sensitive (Ishii *et al.* 1991), and mutant strains are deficient in excision repair. This light response is deeply conserved because *UVE1*, the homolog of this gene in the basidiomycete *Cryptococcus neoformans*, is also strongly light-induced through the WCC (Verma and Idnurm 2013). UV irradiation can result in the formation of cyclobutane pyrimidine dimers, and *N. crassa phr* specifies a cyclobutane pyrimidine dimer photolyase that reduces this DNA damage through light-dependent photoreactivation (Shimura *et al.* 1999).

The value of RNA-seq in discovery for a better understanding of the behavior of relatively well-characterized genes is illustrated by the results obtained here with *nop-1* (*new eukaryotic opsin 1). nop-1* (NCU10055) encodes a retinal binding protein that affects the expression of genes that are themselves light-regulated, and thus would be anticipated to have light-specific functions (Bieszke *et al.* 1999a, 2007). In previous studies, the *nop-1* mRNA level was not observed to increase early in response to light (Bieszke *et al.* 2007) or early or late in response to light (Chen *et al.* 2009). However, in each of our two independent experiments, and in analyses of the pooled experimental data, *nop-1* mRNA increased at 60 min and 120 min (and came down at 240 in one while remaining up at 240 in the other). This increase in *nop-1* was significant at a q-value <0.2 in each case. 

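The FPKM of *nop-1* (NCU10055) in replicate 1 was 2.13 in the dark, 3.02 at 15 min, 10.1 at 60 min, 7.67 at 120 min, and 7.04 at 240 min. In replicate 2 it was 2.18 in the dark, 2.49 at 15 min, 7.93 at 60 min, 5.93 at 120 min, and 0.243 at 240 min.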

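Over both replicates *nop-1* (NCU10055) had a log2 fold change of 1.66 (standard error 0.71, adjusted p = 0.41 from limma with Benjamini-Hochberg adjustment, and 0.17 with the replicate number as a block) at 60 min. At 120 min it had a log2 fold change of 1.30 (standard error 0.71, adjusted p = 0.55 from the same test, and 0.26 with the replicate number as a block).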

The RNA-seq data thus demonstrate that the expression of *nop-1* is light-regulated and provide the basis for further experiments to identify how its increased expression relatively late in the light-response impacts the biology of the organism.

The transcripts for *con-6* (NCU08769) and *con-10* (NCU07325) are strongly induced in response to light as shown here and elsewhere (Chen *et al.* 2009; Corrochano *et al.* 1995; Lauter and Russo 1991; Lauter and Yanofsky 1993; Olmedo *et al.* 2010b). The role of these genes in *N. crassa* has remained elusive because single mutants do not display significant phenotypes. However, a phenotype for the equivalent double mutant of the *A. nidulans* homologs *conF* and *conJ* has been described (Suzuki *et al.* 2013). The double knockout strain resulted in significant increases in the amount of cellular glycerol and erythritol, which delayed conidial germination and provided an increase in resistance of the cells to desiccation. As is the case for *N. crassa*, both *conF* and *conJ* are rapidly light-induced, and the single knockouts displayed no obvious phenotypes. These data suggest the likelihood that *con-6* and *con-10* have redundant functions in spore germination.

Light plays a key role in synchronizing the *N. crassa* circadian clock to local time; therefore, it is not surprising to find that light affects the levels and activities of core clock components. We found that *wc-1* (NCU02356) is transiently light-induced, consistent with previous work (Ballario *et al.* 1996; Linden and Macino 1997). However, although *wc-2* (NCU00902) is reported to be weakly light-induced (Ballario *et al.* 1996; Linden and Macino 1997), no increase in *wc-2* transcripts was observed following light treatment in our experiments. 

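*wc-2* (NCU00902) had FPKM of 12.5 ± 0.351 in the dark, 10.7 ± 0.282 at 15 min, 6.74 ± 0.903 at 60 min, 9.15 ± 1.20 at 120 min, and 11.7 ± 1.76 at 240 min (SD, n = 2). At 60 min it was below the dark in both replicates, with a log2 fold change of -0.81 (standard error 0.29, adjusted p = 0.30 from limma with Benjamini-Hochberg adjustment, and 0.039 with the replicate number as a block).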

In agreement with these data, light induces a transient increase in WC-1 protein levels, but little or no change in the WC-2 (Schwerdtfeger and Linden 2000; Talora *et al.* 1999), whose levels, unlike WC-1, are not limiting in cells (Cheng *et al.* 2001; Denault *et al.* 2001). Light-activated WCC binds to light-responsive elements (LREs) in the *frq* promoter, leading to subsequent activation of *frq* transcription (Froehlich *et al.* 2002; He and Liu 2005). This change in *frq* mRNA and protein levels is responsible for resetting the phase of the clock to the appropriate time of the day (Crosthwaite *et al.* 1995). Interestingly, none of the other clock components and modifiers of the components, including FRH (FRQ-Interacting RNA Helicase), a binding partner of FRQ necessary for negative feedback (Guo *et al.* 2010), and several kinases (CK1, CK2, PKA, and CAMK-1) and phosphatases (PP1, PP2A, and PP4) that modify the activities of the clock components, met our stringent criteria for light regulation. Three genes, *camk-1* (NCU09123), *ppp-1* (NCU00043 encoding the catalytic subunit of protein phosphatase 1), and *rgb-1* (NCU09377 encoding the regulatory subunit of protein phosphatase 2A), had a more than 2× change in expression following light treatment, but the q-value was >0.2. These data suggest that circadian light responses are mediated by the absolute changes in *frq* mRNA levels through the activity of the WCC.

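*camk-1* (NCU09123) had FPKM of 56.5 ± 16.3 in the dark and 27.4 ± 9.40 at 120 min (SD, n = 2), a log2 fold change of -1.03 (standard error 0.42, adjusted p = 0.39 from limma with Benjamini-Hochberg adjustment, and 0.036 with the replicate number as a block). *ppp-1* (NCU00043) went from 85.7 ± 8.46 to 56.3 ± 1.07 at 60 min, a log2 fold change of -0.59 (standard error 0.32, adjusted p = 0.53 from the same test, and 0.12 with the replicate number as a block). *rgb-1* (NCU09377) went from 44.6 ± 17.2 to 22.2 ± 10.2 at 60 min, a log2 fold change of -0.995 (standard error 0.51, adjusted p = 0.51 from the same test, and 0.11 with the replicate number as a block).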

RNA expression analyses of 27 TF genes shown to be direct targets of the WCC have been accomplished using RT-qPCR to compare RNA levels in dark-grown cells and cells given a 15-min light pulse (Smith *et al.* 2010). These data are similar to the RNA-seq data we obtained (Table S12), with the exception of *adv-1* discussed below. First, in both studies, not all of the genes that are direct targets of the WCC were light-regulated. Second, although not noted before (Smith *et al.* 2010), the steady-state mRNA levels of some of the TF genes are reduced in response to light (*e.g.*, NCU05994). These data suggest that the WCC has repressive as well as activating functions for specific targets, or that other TFs participate in the regulation of the light-repressed genes. Identification of the direct targets of the TFs will help to resolve this question. The gene encoding the ADV-1 TF was the only case in which differences were observed between the two data sets. 

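*adv-1* (NCU07392) had FPKM of 15.3 ± 0.793 in the dark, 16.4 ± 1.33 at 15 min, 6.80 ± 0.00467 at 60 min, 7.37 ± 0.631 at 120 min, and 10.9 ± 4.52 at 240 min (SD, n = 2). The log2 ratio to the dark at 120 min was -0.94 in replicate 1 and -0.99 in replicate 2. At 240 min the FPKM was 7.66 in replicate 1 and 14.0 in replicate 2.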

In our experiments, the levels of *adv-1* mRNA stayed fairly constant in DD and L15 but then decreased more than two-fold at L60 and L120. In contrast, in previous RT-PCR assays, *adv-1* mRNA levels were induced more than two-fold after a 15-min light treatment (Smith *et al.* 2010). The basis for this difference is not understood. It may reflect the use of different media in the two studies or differences in the culture conditions. Specifically, the amount of time the cultures were in the dark before the light treatment varied in the two data sets, 12 hr (Smith *et al.* 2010) *vs.* 24 hr in our experiments, which for a rhythmic gene, such as *adv-1*, would result in time-of-day differences in the dark mRNA levels.

Together, the identification of light-responsive genes will provide the foundation for our ongoing efforts to decipher the specific roles of TFs that respond to light and the clock in the regulation of the global photo-responses and circadian rhythmicity. These studies include determining the direct and indirect targets of the light-controlled TFs, and the interplay of TFs in orchestrating the light and circadian response. With a substantial fraction of the genome showing altered gene expression in response to light, and with different patterns of expression, we anticipate a complex light-controlled and circadian-regulated TF network.

## Supplementary Material

Supporting Information

# Supplementary material for: Genome-Wide Characterization of Light-Regulated Genes in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Jul 21;4(9):1731–45. doi: 10.1534/g3.114.012617
**Supplement:** Supporting Information

Genome-Wide Characterization of Light-Regulated Genes in Neurospora crassa — Supporting Information 

# Genome-Wide Characterization of Light-Regulated Genes in *Neurospora crassa*

## Supporting Information for Wu *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S2 and Tables S1-S14 (PDF, 667 KB)
- Figure S1 - Expression-changes for transcripts in each of Cluster 3 subclusters A, B, and C demarcated in (Figure 3). (PDF, 328 KB)
- Figure S2 - Pattern of light-regulation of genes on Linkage Groups II-VII (Chromosomes 2-7). (PDF, 482 KB)
- Table S1 - CuffDiff analyses of FPKM (fragments per kilobase per million reads) for the combined RNA-seq datasets from two biological replicates. The ratio values given are the log2 ratio values. The q-value represents an adjusted p-value that is calculated with a consideration of the false discovery rate of 0.05. (.xlsx, 1 MB)
- Table S2 - CuffDiff analyses of FPKM for biological replicate 1. The ratio values given are the log2 ratio values. (.xlsx, 1 MB)
- Table S3 - CuffDiff analyses of FPKM for biological replicate 2. The ratio values given are the log2 ratio values. (.xlsx, 1 MB)
- Table S4 - Predicted genes that are not expressed in the combined biological replicates (FPKM <1) that are not designated as hypothetical proteins. (.xlsx, 75 KB)
- Table S5 - FunCat analyses for predicted genes that are highly expressed in the dark in the combined biological replicates (FPKM>400 and FPKM>1000). (.xlsx, 62 KB)
- Table S6 - CuffDiff analyses for the subset of transcripts determined to be regulated 2-fold in response to light. (.xlsx, 498 KB)
- Table S7 - FunCat analysis of the 999 mRNAs most up-regulated in response to light. (.xlsx, 65 KB)
- Table S8 - FunCat analysis of the 999 mRNAs most down-regulated in response to light. (.xlsx, 84 KB)
- Table S9 - CuffDiff analyses for the subsets of transcripts determined to respond to light with q≤0.2, 0.1 or 0.05. The ratio values given are the log2 ratio values. (.xlsx, 271 KB)
- Table S10 - Gene Ontology (GO) analyses of genes that were 2-fold regulated by light and genes whose light-regulation met the q≤0.2 stringency requirement. (.xlsx, 39 KB)
- Table S11 - Funcat and GO enrichment analyses of the 5 major clusters delineated in Figure 3A. (.xlsx, 2 MB)
- Table S12 - RNA-seq data (extracted from Table S1) for the 27 TFs analyzed as WCC targets in (SMITH et al. 2010). The ratio values given are the log2 ratio values. (.xlsx, 1 MB)
- Table S13 - FunCat analysis of mRNAs whose levels change more than 16-fold in response to light (Table 1). (.xlsx, 18 KB)
- Table S14 - Summary of read-depth from Illumina RNA-seq. (.xlsx, 9 KB)

# Supplementary material for: Genome-Wide Characterization of Light-Regulated Genes in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Jul 21;4(9):1731–45. doi: 10.1534/g3.114.012617
**Supplement:** Supporting Information

## Genome-wide characterization of light-regulated genes in *Neurospora crassa*

Cheng Wu<sup>1</sup>, Fei Yang<sup>1</sup>, Kristina M. Smith<sup>2</sup>, Matthew Peterson<sup>3</sup>, Rigzin Dekhang<sup>1</sup>, Ying Zhang<sup>1</sup>, Jeremy Zucker<sup>4</sup>, Erin L. Bredeweg<sup>2</sup>, Chandrashekara Mallappa<sup>5</sup>, Xiaoying Zhou<sup>5</sup>, Anna Lyubetskaya<sup>6</sup>, Jeffrey P. Townsend<sup>7,8</sup>, James E. Galagan<sup>3,4,6,9</sup>, Michael Freitag<sup>2</sup>, Jay C. Dunlap<sup>5</sup>, Deborah Bell-Pedersen<sup>1</sup>, Matthew S. Sachs<sup>1\*</sup>

<sup>1</sup>Department of Biology, Texas A&M University, College Station, Texas 77843-3258, <sup>2</sup>Department of Biochemistry and Biophysics, Oregon State University, Corvallis, OR 97331-7305, <sup>3</sup>Department of Biomedical Engineering, Boston University, Boston, MA 02215, <sup>4</sup>The Eli and Edy L. Broad Institute of Harvard and MIT, Cambridge, MA 02142, <sup>5</sup>Department of Genetics, Geisel School of Medicine, Dartmouth College, Hanover, NH 03755-3844, <sup>6</sup>Bioinformatics Program, Boston University, Boston, MA 02215, <sup>7</sup>Department of Ecology and Evolutionary Biology, Yale University, New Haven, CT 06520, <sup>8</sup>Department of Biostatistics, Yale School of Public Health, New Haven, CT 06520, <sup>9</sup>Department of Microbiology, Boston University, Boston, MA 02215

**DOI: 10.1534/g3.114.012617**

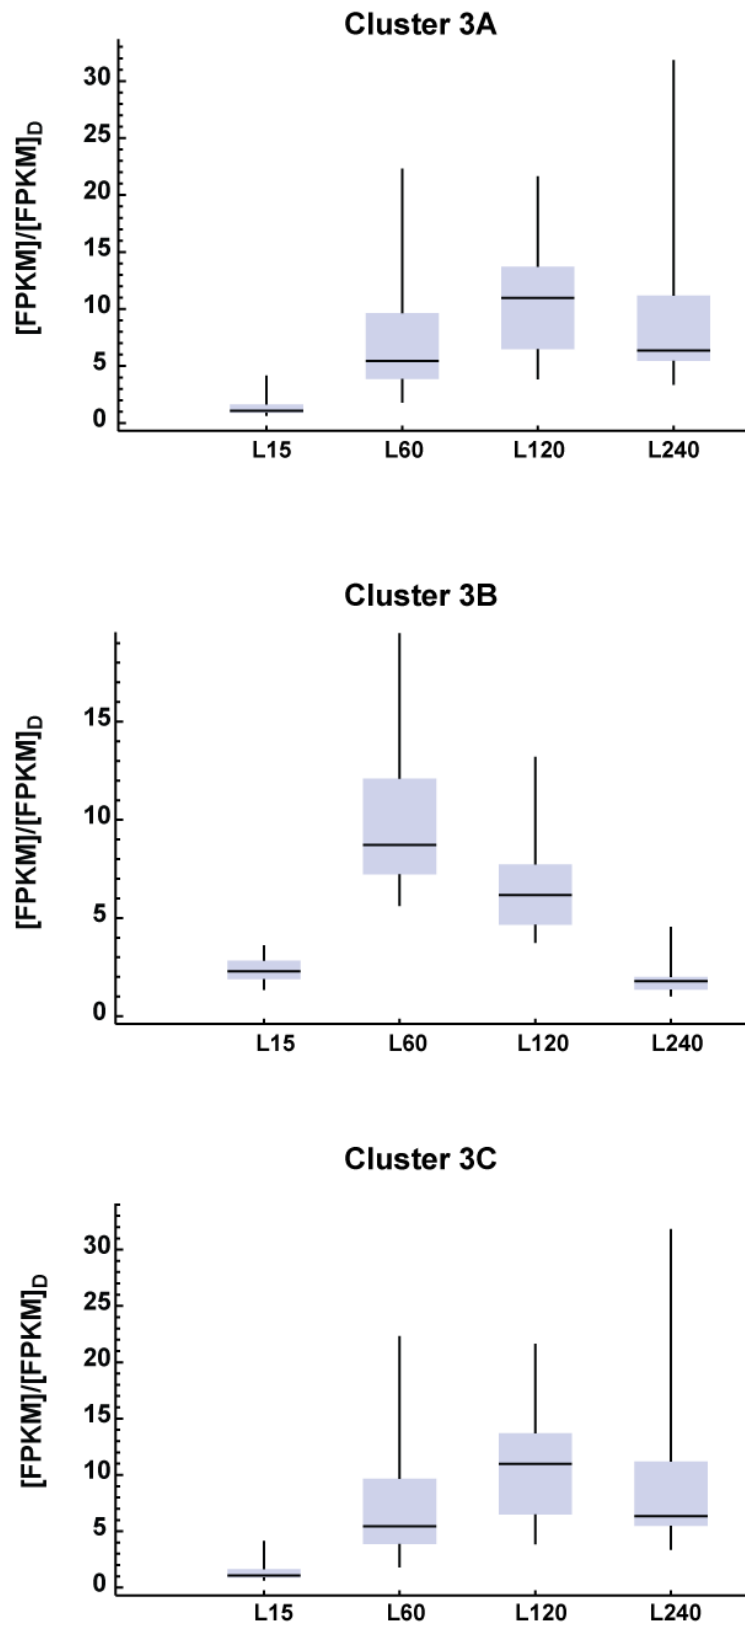

**Figure S1** Expression-changes for transcripts in each of Cluster 3 subclusters A, B, and C demarcated in (Figure 3). Values for each time-point (L15, L60, L120 and L240) are normalized to expression in the dark. The horizontal black bar is the median, the box top and bottom are the 75% and 25% quantiles, and the whiskers extend to the maximum and minimum values.

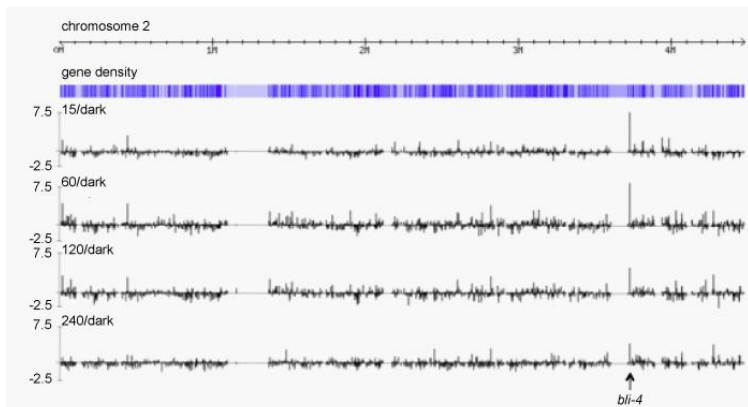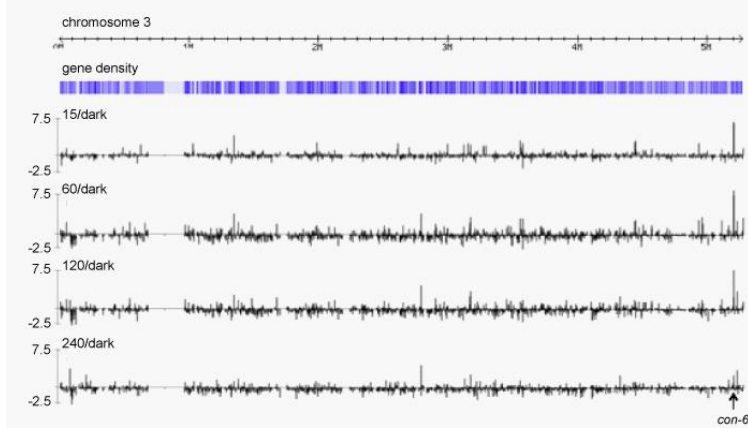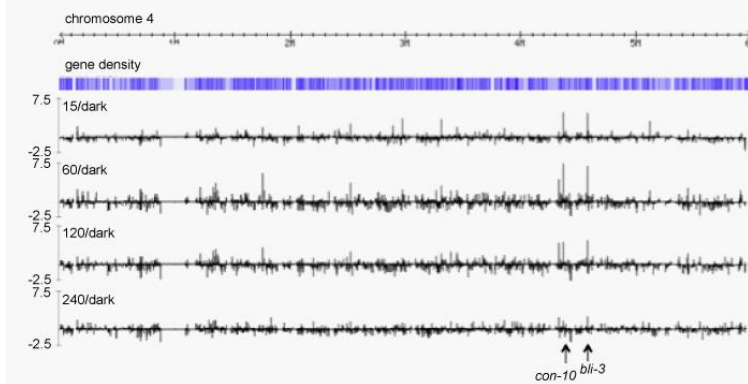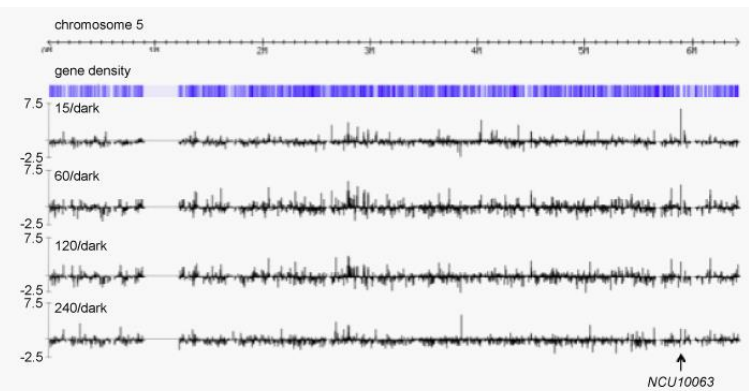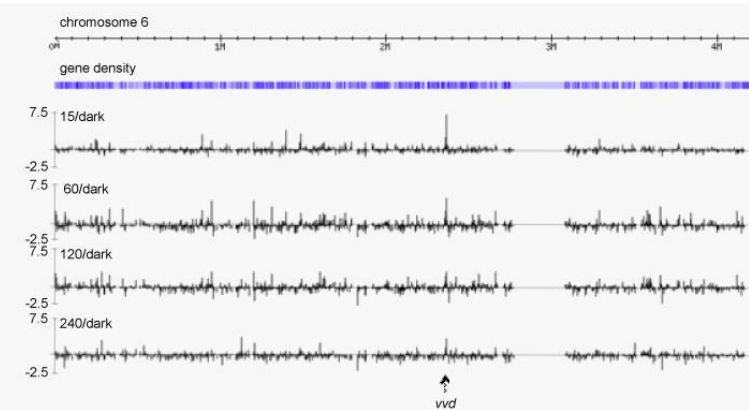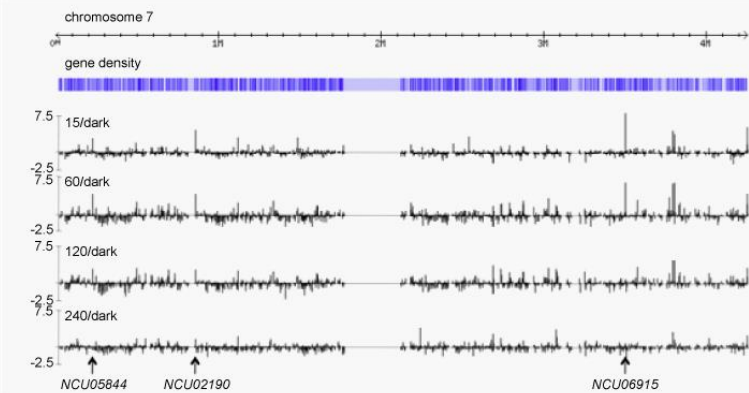

**Figure S2** Pattern of light-regulation of genes on Linkage Groups II-VII (Chromosomes 2-7). The log-2 change in expression in the light versus the dark is given on the Y-axis for each time-point in the light (15, 60, 120 and 240 min).

## Tables S1-S14

Available for download as Excel files at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.114.012617/-/DC1>

**Table S1** CuffDiff analyses of FPKM (fragments per kilobase per million reads) for the combined RNA-seq datasets from two biological replicates. The ratio values given are the  $\log_2$  ratio values. The q-value represents an adjusted p-value that is calculated with a consideration of the false discovery rate of 0.05.

**Table S2** CuffDiff analyses of FPKM for biological replicate 1. The ratio values given are the  $\log_2$  ratio values.

**Table S3** CuffDiff analyses of FPKM for biological replicate 2. The ratio values given are the  $\log_2$  ratio values.

**Table S4** Predicted genes that are not expressed in the combined biological replicates (FPKM<1) that are not designated as hypothetical proteins.

**Table S5** FunCat analyses for predicted genes that are highly expressed in the dark in the combined biological replicates (FPKM>400 and FPKM>1000).

**Table S6** CuffDiff analyses for the subset of transcripts determined to be regulated 2-fold in response to light.

**Table S7** FunCat analysis of the 999 mRNAs most up-regulated in response to light.

**Table S8** FunCat analysis of the 999 mRNAs most down-regulated in response to light.

**Table S9** CuffDiff analyses for the subsets of transcripts determined to respond to light with  $q \leq 0.2$ , 0.1 or 0.05. The ratio values given are the  $\log_2$  ratio values.

**Table S10** Gene Ontology (GO) analyses of genes that were 2-fold regulated by light and genes whose light-regulation met the  $q \leq 0.2$  stringency requirement.

**Table S11** FunCat and GO enrichment analyses of the 5 major clusters delineated in Figure 3A.

**Table S12** RNA-seq data (extracted from Table S1) for the 27 TFs analyzed as WCC targets in (SMITH et al. 2010). The ratio values given are the  $\log_2$  ratio values.

**Table S13** FunCat analysis of mRNAs whose levels change more than 16-fold in response to light (Table 1).

**Table S14** Summary of read-depth from Illumina RNA-seq.

# Supplementary material for: Genome-Wide Characterization of Light-Regulated Genes in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Jul 21;4(9):1731–45. doi: 10.1534/g3.114.012617
**Supplement:** Supporting Information

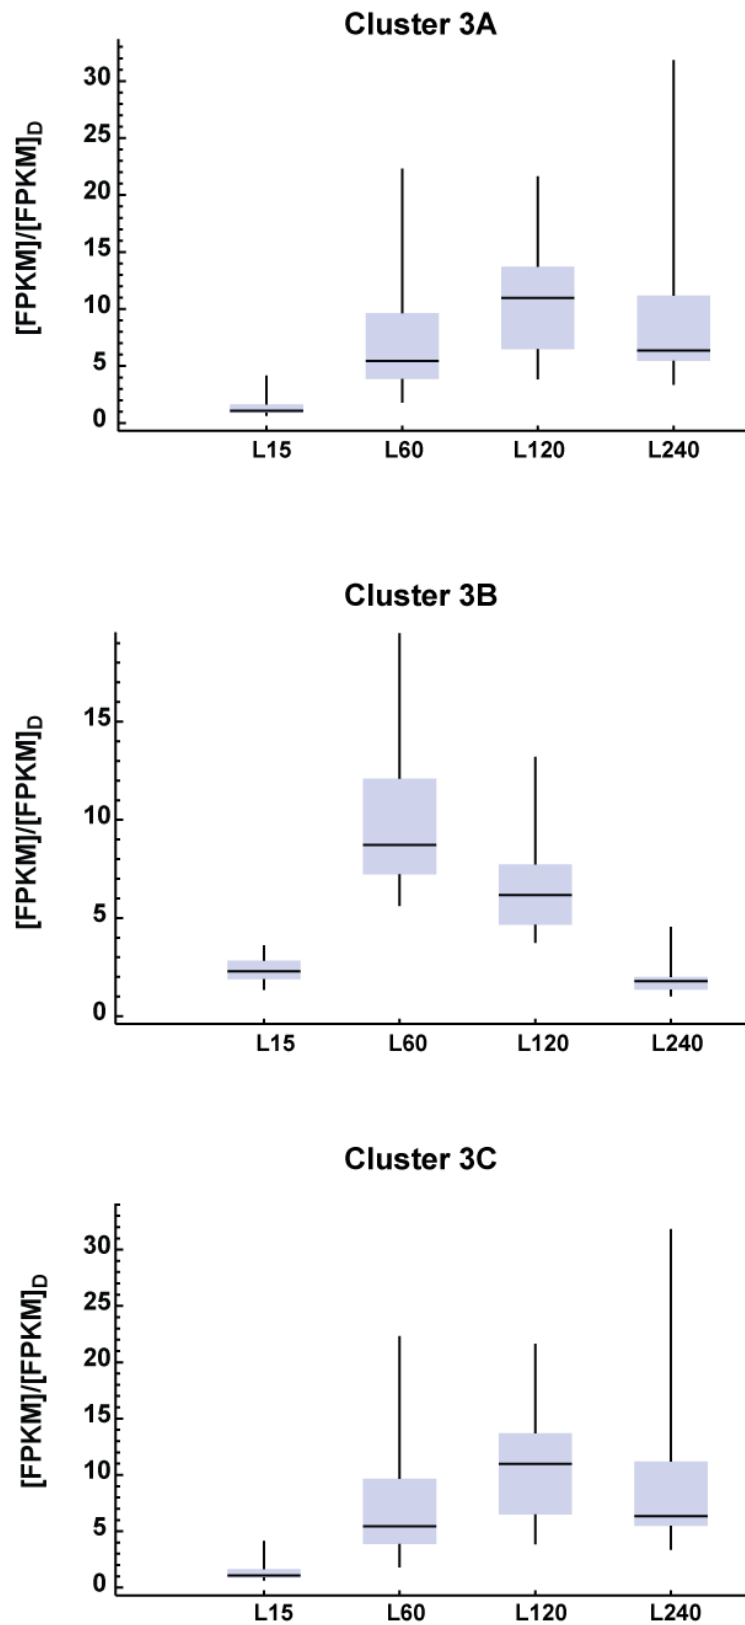

**Figure S1** Expression-changes for transcripts in each of Cluster 3 subclusters A, B, and C demarcated in (Figure 3). Values for each time-point (L15, L60, L120 and L240) are normalized to expression in the dark. The horizontal black bar is the median, the box top and bottom are the 75% and 25% quantiles, and the whiskers extend to the maximum and minimum values.

# Supplementary material for: Genome-Wide Characterization of Light-Regulated Genes in Neurospora crassa
**Source:** G3 (Bethesda). 2014 Jul 21;4(9):1731–45. doi: 10.1534/g3.114.012617
**Supplement:** Supporting Information

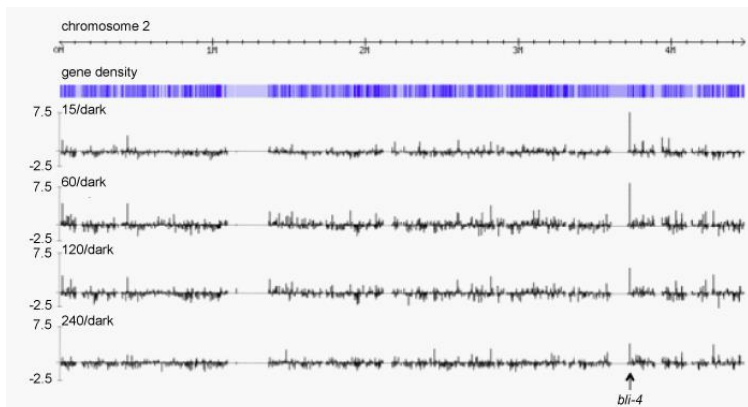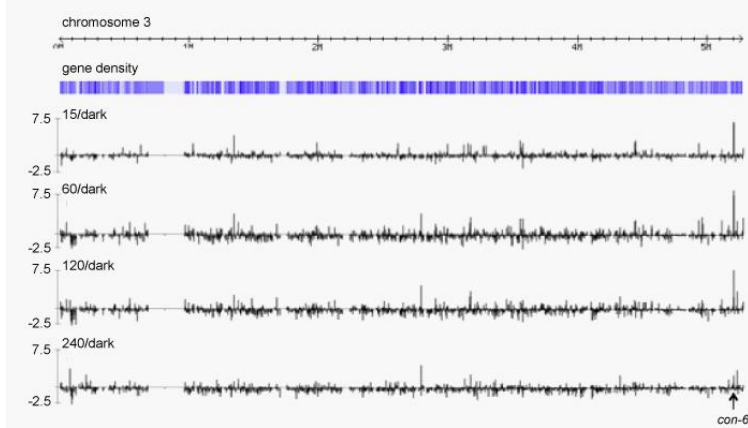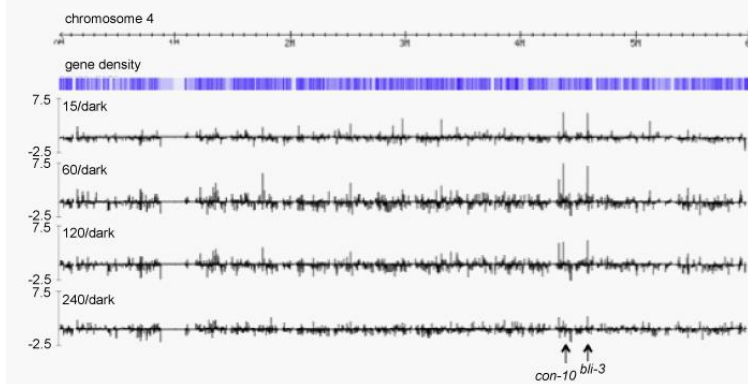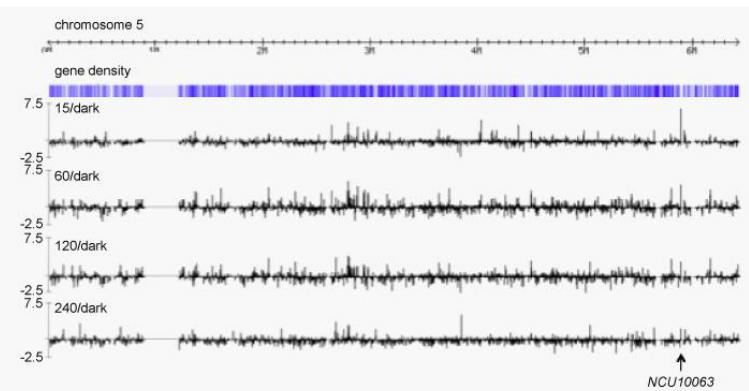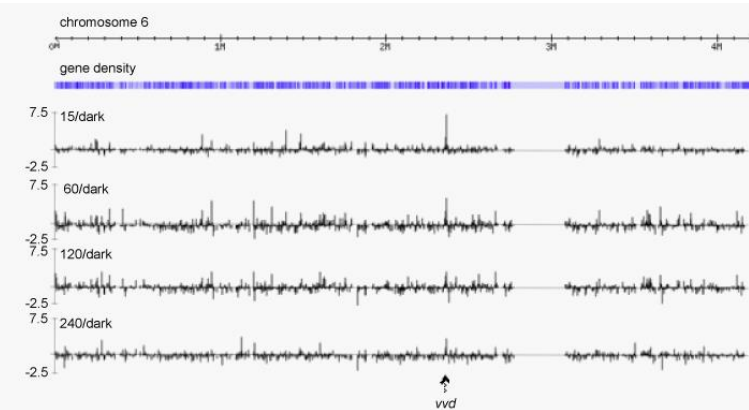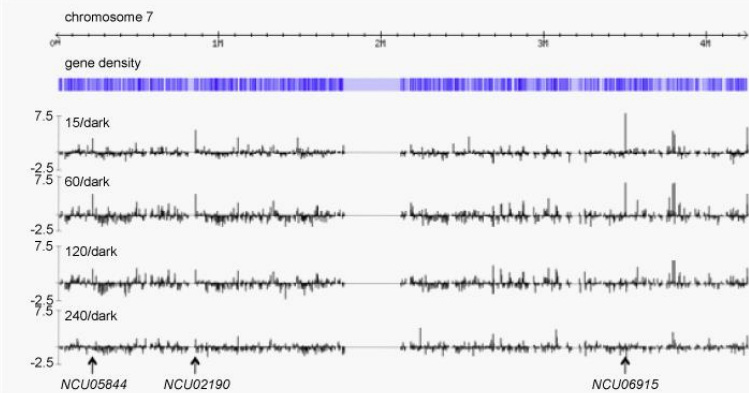

**Figure S2** Pattern of light-regulation of genes on Linkage Groups II-VII (Chromosomes 2-7). The log-2 change in expression in the light versus the dark is given on the Y-axis for each time-point in the light (15, 60, 120 and 240 min).

How the deposited data were processed for this re-analysis (not part of the article)

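RNA-seq was analysed for mycelium of *N. crassa* wild type that was kept in the dark for 24 hr and then lit for 15, 60, 120, or 240 min. With the dark there were 5 time points, 2 replicates of each, and 10 samples. The condition and replicate of every sample were taken from the sample records and the column headings of the deposited tables, and not from the values.

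The authors aligned the reads with TopHat to the genome assembly of that time and computed FPKM (fragment numbers scaled to transcript length and to the mapped reads of the library) with Cuffdiff, with its correction for sequence bias and its weighting of reads that map to several places. The deposited FPKM values are 1 per gene and sample for 9728 genes, with no further filter, and the replicates are not pooled in them. They were compared with Tables S2 and S3, which list each replicate, for 1999 genes, the part of these tables that was available, and 0 differed. Read counts, mapped lengths, and the q values of single genes from Cuffdiff were not used here. The alignment and the estimation of FPKM were not repeated.

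Depth is that of Table S14, between 6019056 and 40079277 reads per sample. Replicate 1 had a median of 37470890 reads and replicate 2 of 10635334. Between 721 and 915 genes were listed at 0 in a sample. The precision of a gene is given by the SD of its 2 FPKM values, which contains the counting error, or by the standard error from limma. The median standard error of a log2 fold change was 0.435, and 0.263 with the replicate number as a block. The isolation of polyadenylated RNA differed between the replicates, so it cannot be told apart from depth and replicate number.

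A gene was taken as expressed when its mean FPKM over the replicates was above 1 at 1 or more time points. Changes of 2-fold, 8-fold, and 16-fold were counted from log2((mean FPKM in light + 1)/(mean FPKM in dark + 1)). R2 is the squared Pearson correlation of log10(FPKM + 1) across genes. Single genes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) of the 7688 expressed genes. The model had 1 mean per time point, all 10 samples shared an estimate of the spread, and eBayes was run with a variance trend (5 residual degrees of freedom and a prior of 3.50). Each light time point was compared with the dark, and p-values were adjusted by the method of Benjamini and Hochberg over the 4 comparisons together. The thresholds were 0.2, 0.1, and 0.05. Light time points were compared with each other in the same way. The replicate number, which the sample records give, was added as a block in an alternative fit.

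Lists of cluster genes, transcription factors, and ribosomal protein (*crp*) and ribosome biogenesis (*rbg*) genes were taken from the paper and its supplementary tables. Of Tables S1, S2, S3, and S6 the first 1999 genes were available. Table S1 is ordered by FPKM in the dark and reaches down to 25.7, and Tables S2 and S3 are ordered by locus number. A gene list was compared with 10000 random lists of the same size, each gene drawn from the 50 genes above and the 50 below it in mean FPKM. The order of genes along the chromosomes came from the RefSeq table of assembly NC12, and the correlation between neighbours was compared with 10000 random orders of the genes within each chromosome. These steps used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

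Genes were named by a rule set before the data were examined. These are the genes that the paper names, the 5 largest rises and the 5 largest falls among genes at an adjusted p of 0.2 or less with the same sign in both replicates, and the 5 genes with mean FPKM above 10 that differ most between the replicates where these diverge.

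The limma fits were tested on simulated data with 200 changed genes among 7688. A replicate difference of the size seen at the time points other than 240 min was simulated. The fit without a block then recovered 35.0% of the changed genes at an adjusted p of 0.2 and the fit with the block 66.0%. False calls were 2 of 72 without the block and 36 of 168 with it, the latter also a larger share than the threshold of 0.2. With no replicate difference the recovery was 43.5% and 38.0%. False calls were then 32 of 119 and 33 of 109, a larger share than the threshold of 0.2. The simulated samples all had the same spread, without the larger difference of the 240 min replicates. In the data these differed at least 2-fold for 3451 expressed genes, against 610 or fewer at the other time points. The recovery and false call rates therefore do not show how either fit performs on the data. The permutation of neighbours gave p of 0.05 or less in 9.00% of 100 simulated genomes without a relation, against a limit of 11%. The number of simulations was then raised to 400 with a limit of 8% set before that run, and the rate was 6.50%. For random gene lists, 7.00% fell outside the central 95%.

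The alternatives tried were the replicate block, quantile normalization and median scaling between samples, a pseudocount of 0.1, other FPKM thresholds, no variance trend, robust empirical Bayes, adjustment within each time point, fits without the 240 min samples or with each time point alone with the dark, and each replicate or sample left out in turn. With 2 samples per time point, leaving out a sample leaves 1 in its group, so such fits give values but no calls.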

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

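The tests on genes with opposite changes at 60 and 240 min, on the largest falls, and on genes seen in 1 sample were chosen only after the result was seen. Those on the ribosomal genes were chosen before.

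The change from the dark differed between light time points. By a limma contrast over 7688 genes, 44 differed at an adjusted p of 0.2 between 15 and 60 min, 59 between 15 and 120 min, 94 between 15 and 240 min, 11 between 60 and 120 min, 148 between 60 and 240 min, and 26 between 120 and 240 min. At an unadjusted p of 0.05 the numbers for these pairs were 707, 626, 839, 207, 1432, and 871, and with the replicate block, an alternative chosen after seeing the data, 1702, 1344, 1771, 818, 2608, and 1867 at an adjusted p of 0.2. Among the named genes 38 of 77 differed between at least 1 pair of time points. The time in light is a condition of the design, and a time course of the response is a candidate explanation. For pairs with 240 min the difference of replicate 2 at that time is a technical explanation to weigh. Of the 100 genes that differed between 60 and 240 min and changed in opposite directions in the mean, 59 did so in replicate 1 and 97 in replicate 2. These genes were selected with both replicates in the fit, so this test cannot decide, and the pairs with 240 min cannot be told apart from the difference of that sample.

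The median log2 ratio to the dark of the 74 *crp* genes was 0.44 at 60 min, -0.43 at 120 min, and -0.44 at 240 min, a sign that differs between 60 min and the later time points. The difference between the time points was not tested. The sign at 60 min flips to -0.19 with quantile normalization, so it depends on the scaling, while at 120 min the median was -0.40 with quantile normalization and -0.33 with median scaling. The medians in replicate 1 were 0.72, -0.13, and -0.92 at these times and in replicate 2 0.24, -0.60, and -0.29. The gap between the *crp* and *rbg* medians at 60 min was 1.68. It was 0.989 with quantile normalization, so the larger part of it remained after this scaling, and 1.57 in the replicate where it was smaller, so it has the same sign in both replicates. GC content, gene length, and the pull of the most abundant genes were not tested, so no biological explanation is preferred.

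The 5 largest falls among the genes called by limma were in *acu-6* (NCU09873) (-3.25 at 120 min, adjusted p = 0.0082, FPKM 102 in the dark and 9.79 in light), NCU09506 (-2.93 at 120 min, adjusted p = 0.029, FPKM 68.1 in the dark and 8.34 in light), NCU05126 (-2.83 at 120 min, adjusted p = 0.015, FPKM 72.9 in the dark and 9.37 in light), NCU01904 (-2.79 at 240 min, adjusted p = 0.016, FPKM 53.9 in the dark and 6.96 in light), and *nic-7* (NCU03963) (-2.78 at 120 min, adjusted p = 0.038, FPKM 47.2 in the dark and 6.01 in light). All 5 were lower in light in 2 of 2 replicates, which the rule for naming them required. The paper's text does not discuss them, although its cluster lists hold all but NCU01904. The smallest of the 5 falls was -2.79 with quantile normalization and -2.60 in replicate 1 alone, which has the deeper libraries. The falls were thus also present in replicate 1 alone and after this scaling. Because the genes were selected for their fall in the same data, these checks cannot decide whether scaling or depth contributes to it. An effect of scaling or depth on the falls cannot be told apart from a response to light. Light is the condition that differs and may explain the falls, which remains a hypothesis because they were found and tested on the same data. GC content and gene length were not tested.

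Above FPKM 5 in the 240 min sample of replicate 2 and below FPKM 1 in the other 9 samples stood 7 genes. In the 60 min sample of replicate 2 there was 1 such gene and in the other 8 samples 0. NCU12011 had 77.7 and NCU01346 had 6.47, both with 0 elsewhere. If the lower depth of this sample gave these values, it should list more genes at 0 than other samples. It lists 721, the fewest of the 10 samples. RNA from another organism, another strain, or another culture was not tested, so the pattern cannot be told apart from these, and no biological explanation was tested.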

How the results depend on the processing

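The alternatives were set before the data were examined, apart from the replicate block for comparisons between light time points and the *rbg* genes of Table S2 alone, which were chosen after seeing the data. The number of expressed genes (6985 to 7986), of genes above FPKM 400 (207 to 242) and above 1000 in the dark (100 to 138), of Figure 5 transcription factors changed 2-fold (41 to 57), and of changed WCC targets (16 to 21) stayed within 1.5 times the reported value under the alternatives tried for them. The medians at 120 min of the *crp* genes (-0.60 to -0.13) and *rbg* genes (-1.37 to -0.87) stayed below 0, and the ends of the *crp* range are the values of the 2 replicates alone.

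With the replicate block limma called 4062 genes at an adjusted p of 0.2 (1567 raised and 2495 lowered), 2563 at 0.1, and 1366 at 0.05, with 1168 at 15 min, 2806 at 60 min, 2395 at 120 min, and 1548 at 240 min. With the block and quantile normalization together it called 3372 genes at an adjusted p of 0.2 (1522 raised and 1850 lowered), 1796 at 0.1, and 742 at 0.05, with 944 at 15 min, 2201 at 60 min, 2000 at 120 min, and 1217 at 240 min. Without the 240 min samples it called 3469 genes at an adjusted p of 0.2 (1536 raised and 1933 lowered), 2364 at 0.1, and 1513 at 0.05, with 1223 at 15 min, 2676 at 60 min, and 2478 at 120 min. With each time point fitted alone with the dark it called 2879 genes at an adjusted p of 0.2 (1275 raised and 1604 lowered), 1576 at 0.1, and 599 at 0.05, with 162 at 15 min, 2360 at 60 min, 2041 at 120 min, and 0 at 240 min, where 99 genes had an unadjusted p of 0.05 or less. Adjustment within each time point gave 1233 genes at an adjusted p of 0.2 (483 raised and 750 lowered), 415 at 0.1, and 142 at 0.05, with 78 at 15 min, 1066 at 60 min, 678 at 120 min, and 8 at 240 min. Median scaling gave 1342 genes at 0.2 (578 lowered and, to 2 significant digits, 7.6e+02 raised), 488 at 0.1, 181 at 0.05, and 272, 949, 765, and 230 at the 4 time points. Quantile normalization raised the number of raised genes to 425, that at 0.05 to 92, and that at 240 min to 197. Without a filter on expression 20 genes passed 0.05 and 169 passed 0.2 at 240 min. Under a pseudocount of 0.1, a minimum FPKM of 5, no variance trend, and robust empirical Bayes, each of these counts stayed within 1.5 times its value. The cause was not tested.

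R2 in the dark and at 15, 60, and 120 min was 0.944, 0.939, 0.948, and 0.940 with a pseudocount of 0.1, 0.936, 0.939, 0.957, and 0.944 among expressed genes, 0.947, 0.944, 0.952, and 0.946 as the square of Spearman's rho, and 0.913, 0.911, 0.941, and 0.917 among genes above FPKM 10. At 240 min it was 0.645 among expressed genes, 0.735 by Spearman's rho, and 0.452 above FPKM 10, and it was the lowest of the 5 time points under each of these and under the pseudocount. With a pseudocount of 0.1, 3906 genes changed 2-fold and 64 rose 16-fold, and among expressed genes 64 rose 16-fold. The counts went from 2162 to 3534 (2-fold) and from 34 to 39 (16-fold) when a sample or a replicate was left out. The cause was not tested.

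With 1 added to each mean FPKM, the medians of clusters 1 to 5 at their main time points (60, 15, 60, 60, and 120 min) were 69.8, 4.19, 3.85, 13.1, and 0.327. With quantile normalization those of clusters 2 to 5 were 5.25, 3.61, 10.6, and 0.282. With a replicate left out they were 92.3 to 126 in cluster 1, 5.17 to 5.31 in cluster 2, 4.38 to 4.48 in cluster 3, 14.3 to 16.4 in cluster 4, and 0.265 to 0.275 in cluster 5. Without replicate 1 the 240 min median reversed, to 0.775 in cluster 2 (from 1.15, and 1.43 without replicate 2) and 0.488 in cluster 3 (from 1.75, and 2.91 without replicate 2). It also reversed in the subclusters, to 0.488 in cluster 3a (from 1.62), 0.441 in cluster 3b (from 2.01), and 0.771 in cluster 3c (from 7.26). The cause was not tested. Of 84 other cluster values, 26 changed, 10 upward and 16 downward, the reversals in clusters 2 and 3 included.

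The *crp* median reversed at 60 min with quantile normalization (-0.19 from 0.44) and at 15 min without replicate 2 (0.14 from -0.083). With a replicate left out it was -0.18 to 0.14 at 15 min and -0.92 to -0.29 at 240 min. The median of the *rbg* genes of Tables S1 and S2 stayed below 0 at the 4 time points with either replicate left out, as the mean of the replicates' ratios, and with quantile normalization and median scaling. With the 7 *rbg* genes of Table S2 alone, which is not ordered by FPKM in the dark, it was -0.46, -1.12, -0.87, and -0.54 at the 4 time points. At 15 min it was -0.48 as the mean of the replicates' ratios, -0.44 with quantile normalization, -0.42 with median scaling, -0.50 with the *rbg* genes of any table, and -0.44 to -0.43 with a replicate left out. At 60 min it was -1.04 with median scaling and -1.47 with the genes of any table, which gave -0.27 at 240 min as deposited but 0.034 with quantile normalization and 0.041 with median scaling. The correlation of neighbouring genes at 15, 60, 120, and 240 min was 0.310, 0.346, 0.333, and 0.211 among pairs changed 2-fold. It was 0.149 at 120 min with quantile normalization, and with a replicate left out it was 0.163 to 0.173 at 15 min, 0.152 to 0.165 at 60 min, 0.149 to 0.159 at 120 min, and 0.0539 to 0.111 at 240 min. The restriction to pairs on the same strand was not run, because the gene table gives no strand. The cause was not tested.

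Of the 77 named genes tested, 20 passed an adjusted p of 0.2 with the block and not without it. With quantile normalization 2 dropped out and 5 came in, with a pseudocount of 0.1 0 of them changed side, and without the 240 min samples 24 of 73 came in. When a sample was left out, 54 of the log2 fold changes moved by more than the SD between the replicates, and 0 reversed. The largest reduction changed under 10 of 19 alternatives, from -4.59 to -3.09. The 240 min sample of replicate 2, with 6019056 reads, is the least deep, and FPKM without read counts does not allow the counting error of its low values to be given.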

Differences from the paper's values

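At an adjusted p of 0.1 limma called 199 genes, where the paper gives 392 at its q. Among the alternatives set before the data were examined, quantile normalization (295), median scaling (488), and adjustment within each time point (415) came within 1.5 times the paper's value. The replicate block, the block with quantile normalization, a pseudocount of 0.1, no filter, a minimum FPKM of 5, no variance trend, robust empirical Bayes, the fit without 240 min, and the fit of each time point alone did not (185 to 2563).

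At an adjusted p of 0.05 limma called 58 genes, where the paper gives 300. None of the 12 alternatives set before the data were examined closed this gap (20 to 1513).

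At an adjusted p of 0.2 limma called 414 lowered genes, where the paper gives 222. None of the 12 alternatives set before the data were examined closed this gap (391 to 2495).

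The paper states an upper limit for the reductions, and 1 gene lies beyond it. The ratio of mean FPKM to the dark of *acu-6* was 0.0958 at 120 min, a log2 ratio of -3.26 with 1 added to each mean.

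The paper places the peak of *wc-1* later in the light than that of *vvd*. Both had their highest FPKM at 15 min in both replicates, *wc-1* with 27.5 ± 20.8 at 15 min and 10.1 ± 6.53 at 60 min (SD, n = 2).

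The paper lists *ppp-1* and *rgb-1* among genes that pass its fold change threshold. The lowest log2 ratio of mean FPKM plus 1 was -0.60 for *ppp-1* and -0.98 for *rgb-1*, both at 60 min. Without the added 1 the ratio of mean FPKM of *rgb-1* was 0.498, just past 2-fold.

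The paper calls the rise of *nop-1* significant at its q threshold in both experiments and in the pooled data. Limma gave an adjusted p of 0.41 at 60 min and 0.55 at 120 min. At 60 min it gave 0.17 with the replicate block and 0.0090 without the 240 min samples, both set before the data were examined, and 0.30 with quantile normalization.

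The paper gives NCU07923 strong statistical support. Limma gave an adjusted p of 0.53 at 60 min, 0.22 with the replicate block, and 0.019 without the 240 min samples, which is within the paper's limit.

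The paper states that ribosomal protein mRNAs are not reduced by light. The median log2 ratio of the *crp* genes was -0.43 at 120 min, between -0.60 and -0.13 under the alternatives, and 46 of 74 genes were lower in both replicates. The number lowered 2-fold in the mean was 0. At 240 min the median was -0.44, between -0.92 and -0.15 under the alternatives, 44 genes were lower in both replicates, and 10 were lowered 2-fold in the mean. At 15 min the median was -0.083, with 14 genes lower in both replicates. At 60 min it was 0.44, with 1 such gene, but -0.19 with quantile normalization. In the limma fit without the replicate block 0 *crp* genes passed an adjusted p of 0.2 at any time point.

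Among the WCC target transcription factors the paper names *adv-1*, NCU07846, and NCU05994 as those that decreased. In the replicate means 5 fell at least 2-fold at 1 or more time points, 3 of them in both replicates. The other 2 did so at 240 min alone and not in both replicates.

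The paper's text gives the locus of *asl-1* as NCU01346, while its Figure 5 has NCU01345. NCU01346 had FPKM of 6.47 in the 240 min sample of replicate 2 and 0 in the other 9 samples.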

Other observations

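For the 240 min replicates, the tests for a dark sample and for a mixture were chosen only after the result was seen. The other tests here were chosen before.

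R2 between the replicates was 0.744 at 240 min against at least 0.954 at the other time points. Lower depth of the 240 min sample of replicate 2 would narrow this gap among abundant genes. The gap was 0.210 over all genes and 0.459 among genes above FPKM 10, although a narrower range of values lowers R2 in every pair. A difference of RNA isolation common to all time points would be taken out with the mean replicate difference of the other time points, and R2 was then 0.785, still below them. The share of summed FPKM in the 100 most abundant genes differed by 6.73% of the total between the 240 min replicates and by up to 8.23% at another time point. A list of 8 genes taken for conidiation differed between the 240 min replicates by a median of -1.31 (log2), against -0.36 in expression-matched lists. This was at percentile 6.14 of these lists, inside the central 95%. The list holds the carotenoid genes *al-1* and *al-2*, and light raises both of these as well as its members *con-6* and *con-10*. It therefore cannot decide whether the cultures differ in conidiation.

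The 240 min sample of replicate 2 correlated better with the dark sample of replicate 1 (r = 0.888 across genes) than with 240 min of replicate 1 (0.803), and with dark of replicate 2 r was 0.925. A mislabelled sample would give such a better match. The 27 genes of Table 1, which rise most in light, had a median log2 ratio of 0.62 to the dark of replicate 2, against -0.66 in matched lists (percentile 100). These genes were selected by their rise in the same samples, so this does not decide whether the sample is a dark one. If it were a mixture of dark and lit mycelium, its values should stay inside the range of the other samples. In 9.92% of expressed genes it lay more than 2-fold outside the range of the other 9 samples, against 1.09% for 240 min of replicate 1 and at most 0.104% for the remaining 8, which goes against a mixture. The dark samples had 4 such genes each and correlated with each other at 0.968, so a further dark sample under a wrong name would be likely to have few such genes and a closer match. These values go against a sample of 1 of the other 4 conditions under a wrong name. A mix-up with a sample from outside these conditions is not excluded. A different state of the culture at 240 min was not tested beyond the gene list taken for conidiation, which could not decide. The paper itself reports the lower R2 at 240 min.

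Neighbouring genes changed alike, with a correlation of 0.177 at 15 min across adjacent expressed genes. It was 0.163 in the replicate with the lower value, so it is not a feature of 1 replicate. Between genes with 1 gene between them it was 0.0567, the smaller part of the value for adjacent genes. Reads shared between overlapping neighbours may therefore explain part of it, and that part cannot be told apart from a shared response of neighbours to light. The correlation that is left with 1 gene between them was not compared with random orders. Whether such genes overlap was not checked, because no gene coordinates were used.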
